# SETD2 deficiency accelerates sphingomyelin accumulation and promotes the development of renal cancer

**DOI:** 10.1038/s41467-023-43378-w

**Published:** 2023-11-21

**Authors:** Hanyu Rao, Changwei Liu, Aiting Wang, Chunxiao Ma, Yue Xu, Tianbao Ye, Wenqiong Su, Peijun Zhou, Wei-Qiang Gao, Li Li, Xianting Ding

**Keywords:** Renal cell carcinoma, Cancer metabolism, Tumour-suppressor proteins, Proteomic analysis

## Abstract

Patients with polycystic kidney disease (PKD) encounter a high risk of clear cell renal cell carcinoma (ccRCC), a malignant tumor with dysregulated lipid metabolism. SET domain–containing 2 (SETD2) has been identified as an important tumor suppressor and an immunosuppressor in ccRCC. However, the role of SETD2 in ccRCC generation in PKD remains largely unexplored. Herein, we perform metabolomics, lipidomics, transcriptomics and proteomics within SETD2 loss induced PKD-ccRCC transition mouse model. Our analyses show that SETD2 loss causes extensive metabolic reprogramming events that eventually results in enhanced sphingomyelin biosynthesis and tumorigenesis. Clinical ccRCC patient specimens further confirm the abnormal metabolic reprogramming and sphingomyelin accumulation. Tumor symptom caused by *Setd2* knockout is relieved by myriocin, a selective inhibitor of serine-palmitoyl-transferase and sphingomyelin biosynthesis. Our results reveal that SETD2 deficiency promotes large-scale metabolic reprogramming and sphingomyelin biosynthesis during PKD-ccRCC transition. This study introduces high-quality multi-omics resources and uncovers a regulatory mechanism of SETD2 on lipid metabolism during tumorigenesis.

## Abstract (web summary)

SET domain–containing 2 (SETD2) is reported as an immunosuppressor in clear cell renal cell carcinoma (ccRCC). Here the authors show that SETD2 loss enhances de novo sphingomyelin biosynthesis during the transition from polycystic kidney disease to ccRCC.

## Introduction

Polycystic kidney disease (PKD) is the most common kidney disease that is defined by the fluid-filled cysts from renal tubules^1^. PKD patients suffer from a high risk of developing end-stage renal disease, especially renal cell carcinoma (RCC)^2^. RCC is the second leading cause of death among all types of urologic cancers, accounting for >90% of cancers in the kidney^3,4^. Inherited predisposition to RCC has been shown to arise from genes involved in regulating cellular metabolism, indicating a critical role of oncologic-metabolic shift in RCC formation^5^. The most common subtype of RCC is clear cell renal cell carcinoma (ccRCC), which accounts for 75–80% of all diagnosed cases^6^. Morphologically, ccRCC cells are lipid- and glycogen-laden^7^, implicating altered lipid and glucose metabolism in tumor cells, making ccRCC the poster child of malignancies characterized by metabolic reprogramming^8^. The landmark TCGA analysis of ccRCC highlighted a key role of metabolic alteration in ccRCC progression^4^. Oncogenic metabolism has thus emerged as central features of ccRCC.

Histone methyltransferase SET-domain-containing 2 (SETD2) is one of the most frequently mutated genes in ccRCC and plays major roles in epigenetic regulation of functional pathways in the development and progression of ccRCC^9–11^. SETD2 participates in diverse chromatin biological processes, including transcriptional regulation, DNA damage repair, crosstalk of histone modification, alternating splicing and non-histone targets methylation^12^. Mutations or functional loss of SETD2 leads to dysfunctional tumor proteins and further tumorigenesis, progression, chemotherapy resistance and unfavorable prognosis^13^. As a methyltransferase, SETD2 has a capacity to regulate cellular signaling and metabolic responses through epigenetic regulation or modification of proteins^14–16^. However, the molecular mechanism of SETD2 in the transition from PKD to ccRCC remains elusive.

Multi-omics analysis allows for a comprehensive understanding of the molecular mechanisms underlying cancers, and facilitates the discovery of potential therapeutic targets^17^. Herein, we perform systematic multi-omics characterizations on PKD mice (driven by *c-MYC*) and ccRCC mice (driven by *c-MYC* and *Setd2* knockout) to investigate SETD2 function in tumor metabolism during PDK-ccRCC transition. Specifically, we first collect metabolomics and lipidomics data and find sphingomyelin (SM) is the most increased lipid in SETD2 deficient ccRCC. Furthermore, we adopt transcriptomics and proteomics analyses to cross-verify the metabolic alteration after SETD2 deletion on mRNA and protein levels. Our results show that SETD2 loss promotes metabolic reprogramming and eventually leads to enhanced de novo biosynthesis of SM and ccRCC formation. Further spatial metabolomics with clinical ccRCC patient specimens confirm abnormal in situ SM accumulation in humans. This crucial role of SETD2 in lipid metabolism is further validified with in vivo intervention that tumor symptom caused by *Setd2* knockout is mitigated by myriocin, a selective inhibitor for sphingomyelin biosynthesis. Therefore, our findings shed light on roles of the SETD2 in metabolic reprogramming and lipid biosynthesis during the transition from PDK to ccRCC.

## Results

### Multi-omics analysis on SETD2-loss-induced lipid accumulation and PKD-ccRCC transition

To explore potential role of SETD2 in PKD-ccRCC transition in vivo, we generated a PKD mouse model by overexpressing oncogene *c-MYC* under the control of the *Ksp* promoter (hereafter referred as KM mice), and knockout *Setd2* gene using the same *Ksp* promoter in this PKD mice (hereafter referred as KMS mice) to establish a ccRCC mouse model^18^ (Fig. 1a). As shown in Fig. 1b, cysts were observed in both KM and KMS mice at the age of 20 weeks. Notably, KMS mice exhibited obvious structural abnormalities characterized by positive stains of Oil-red-O, a lysochrome diazo dye used for the staining of lipids^19^, and Carboxy anhydrase 9 (CA9), a major marker to diagnose ccRCC^20^, whereas KM mice did not show any neoplastic masses or lipids accumulation (Fig. 1b, c). Meanwhile, the life spans of KMS mice were much shorter compared with KM mice (Fig. 1d). These results demonstrate that SETD2 deletion increases the lipid accumulation and the incidence of ccRCC in PKD mice, highlighting the metabolic regulatory function of SETD2 in the transition from PDK to ccRCC.

**Fig. 1:**
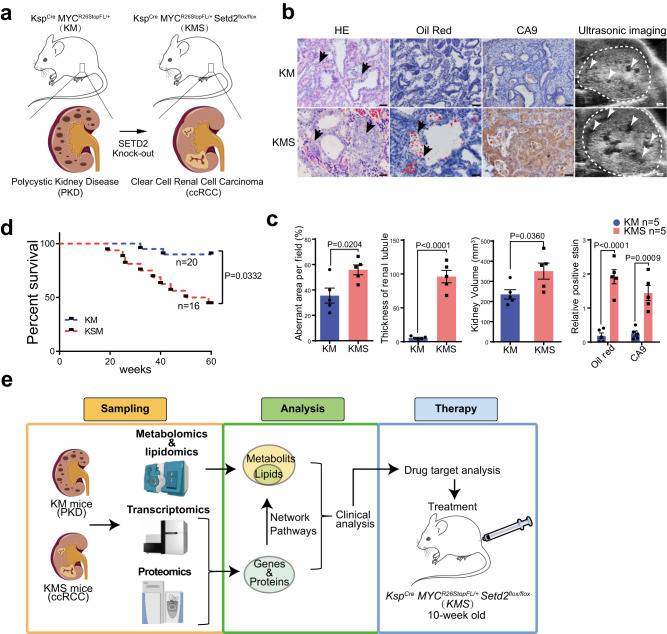
SETD2 loss leads to lipid accumulation and ccRCC generation in PKD mice. **a** Schematic representation of the establishment of PKD and ccRCC mouse model. **b** Representative images of H&E, Oil-red staining and longitudinal ultrasonic testing. Aberrant areas were indicated by arrows. Kidneys were indicated by white dotted lines in ultrasonic images. **c** KMS mice exhibited larger aberrant areas (*P* = 0.0204), thicker renal tubules (*P* < 0.0001), larger kidney volumes (*P* = 0.0360), and more positive staining for Oil red (*P* < 0.0001) and CA9 (*P* = 0.0009). **d** Kaplan–Meier survival curve of indicated mice. **e** General workflow of multi-omics investigations and data analysis. Scale bars, 50 μm. Statistical comparisons were made using a two-tailed Student *t* test. Data are represented as mean ± SEM. Source data are provided as a Source Data file.

To develop a comprehensive molecular understanding of SETD2-loss-induced lipid accumulation and ccRCC generation, we conducted an integrative analysis on SETD2 wild-type PKD mouse model and SETD2 deficient ccRCC mouse model by incorporating multi-omics techniques (Fig. 1e). Specifically, we analyzed metabolomic and lipidomic data first to identify the accumulated lipids. Then, transcriptomic and proteomic data were utilized for regulatory network analysis on metabolic pathways. Human ccRcc specimens were further examined by spatial metabolomics to confirm the abnormal in situ sphingomyelin accumulation. At last, based on multi-omics data, targeted drug was selected for the therapeutic analysis on SETD2 deficient ccRCC mouse model.

### Metabolomic and lipidomic analyses reveal sphingomyelin accumulation in SETD2 deficient ccRCC

To identify the metabolic processes and metabolites influenced by SETD2 deletion during PKD-ccRCC transition, the kidney cysts from KM mice and neoplastic masses from KMS mice were isolated and enriched by laser capture microdissection (LCM). Then liquid chromatography-mass spectrometry (LC-MS)-based untargeted metabolomics and lipidomics analysis were performed on these samples (Fig. 2a). Principal-component analysis (PCA) discriminated SETD2 deficient neoplastic masses from KM controls based on abundance of detected metabolites (Supplementary Fig. 1a). Thirty-five differential metabolites were identified (VIP > 1) (Supplementary Fig. 1b and Supplementary Data 1) and subjected to Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis. Pathway enrichment data revealed altered fatty acids biosynthesis and amino acid metabolism in SETD2 deficient KMS samples (Fig. 2b). Further, we examined the differential metabolites (VIP > 1) and found that sphingomyelin (SM) was the most prominently upregulated metabolite in KMS samples compared to KM samples (Fig. 2c). SM, a phosphosphingolipid accounting for 5–10% of total phospholipids, is characterized by a sphingoid backbone that is linked with a fatty acid, an amide bond and a phosphorylcholine head group^21^. Remarkably, SM is an essential component of mammalian cells, and regulates signal transduction, such as proliferation/survival, migration, and inflammation, in tumorigenesis^22^.

**Fig. 2:**
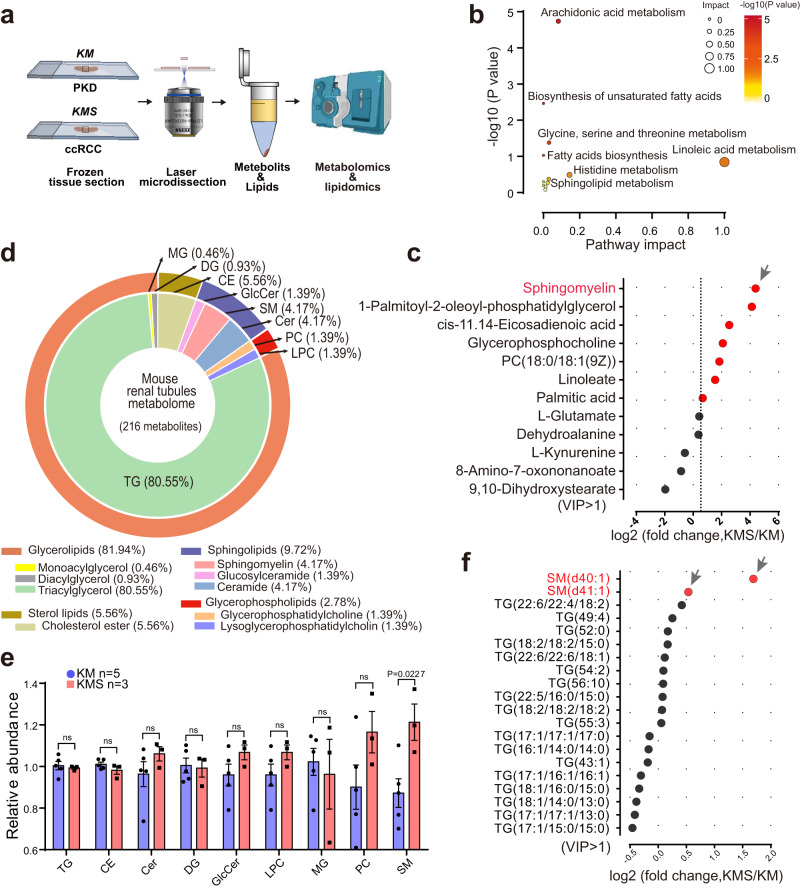
Metabolomics analysis reveals sphingomyelin accumulation in SETD2 deficient ccRCC. **a** Schematic representation of the metabolomics analyses of KM and KMS mice. **b** Altered KEGG metabolic pathways in KMS mice compared to KM mice enriched by significantly altered metabolites (VIP > 1). **c** Differential metabolites between KMS and KM mice (VIP > 1). Top 7 of the most upregulated metabolites are colored in red. **d** Chemical composition of the mouse renal tubules lipidome using ClassyFire categories to classify the lipids diversity of all annotated lipids across assays. **e** Relative abundance of representative lipids between KM (*n* = 5) and KMS (*n* = 3). Statistical comparisons were made using a two-tailed Student *t* test. Data are represented as mean ± SEM. **f** Differential lipids between KMS and KM mice (VIP > 1). Top 2 of the most upregulated lipids are colored in red. Source data are provided as a Source Data file.

To identify the specifically increased lipids caused by SETD2 deletion during PKD-ccRCC transition, we next tested untargeted lipid metabolomics data on KM and KMS mouse models. Using the ClassyFire classification system^23^, all lipids were divided into nine lipid subclasses, including Monoacylglycerol (MG, 0.46%), Diacylglycerol (DG, 0.93%), Triacylglycerol (TG, 80.55%), Sphingomyelin (SM, 4.17%), Ceramide (Cer, 4.17%), Glucosylceramide (GlcCer, 1.39%), Cholesterol ester (CE, 5.56%), Glycerophosphatidylcholine (PC, 1.39%) and Lysoglycerophosphatidylcholin (LPC, 1.39%) (Fig. 2d). Only SM was significantly upregulated among these classes of lipids (Fig. 2e). To gain an in-depth insight into the substantially increased lipids, we identified sixty-three differential lipids (VIP > 1) between KMS and KM samples (Supplementary Fig. 1b–d and Supplementary Data 2). In line with our untargeted metabolomics, SM (d40:1) and SM (d41:1) were the most prominently increased lipids in KMS samples compared to KM samples (Fig. 2f). Elevated sphingomyelin levels were also observed upon *Setd2* knockout and the application of the SETD2 inhibitor, SETD2-IN-1^24^, in mouse renal primary tubular epithelial cells (Supplementary Fig. 1e). These results indicate that SETD2 deletion leads to increased content of SM during PKD-ccRCC transition.

### Transcriptomic and proteomic analyses further indicate enhanced metabolic pathways in SETD2 deficient ccRCC

To further characterize biological responses triggered by SETD2 deletion during PKD-ccRCC transition at the mRNA and protein levels, we next conducted global transcriptomics and proteomics studies. 

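RNA of 5 KM and 5 KMS mice aged 20 weeks was sequenced. KM mice overexpress *MYC* in kidney tubules through a Cre recombinase under the promoter of Cdh16 and develop polycystic kidneys. KMS mice carry floxed *Setd2* alleles in addition, so that the same recombinase removes the gene of the methyltransferase that places H3K36me3. The methods name kidney tissue as the source of the RNA, the Reporting Summary names cysts of KM mice and neoplastic masses of KMS mice, and the sample labels name primary tubular epithelial cells of the kidney cortex. The libraries were grouped here by genotype alone, and which tissue the lists of cell types compare stays open. Mice of both sexes were used and the sex of each mouse is not labelled. Mean log2 CPM of 4 genes of the Y chromosome was 6.74, 6.68, 4.08, -2.43 and 5.41 in KM replicates 1 to 5. In KMS replicates 1 to 5 it was -1.47, -1.08, -2.43, 4.96 and 2.34. These genes were thus expressed in more KM than KMS libraries, so sex may be in part confounded with genotype.

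Libraries were made from polyadenylated RNA with a directional kit and read as 150-base pairs. According to the methods, the authors filtered the reads, aligned them to GRCm38 with HISAT2 2.2.1 and counted them per gene with HTSeq; the strand setting of the counting is not given in the sources used here. The authors' deposited table holds whole-number counts of 21010 genes in each library, with a log2 fold change, a p-value and an FDR for each gene. Total counts ranged from 10873993 to 14564152 in the KM libraries (median 13523964) and from 16925118 to 25029639 in the KMS libraries (median 19423203), so every KMS library was deeper than every KM library. KMS replicate 5 stood apart from the others. Its mean Spearman correlation with the other KMS libraries was 0.851, its normalization factor was 0.642 and its mitochondrial share was 4.26%. KM replicates 1 and 2 were the most alike pair, with a Spearman correlation of 0.993. Their counts differed by 2.39 times the sampling noise, against at least 9.16 times for every other pair within a group, and they were counted as separate mice.

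For the comparison of KMS with KM, counts were normalized by TMM and genes with low counts were removed, which left 15728 genes. Each gene was tested with edgeR's quasi-likelihood test, and a gene was called at the study's thresholds, an FDR under 0.05 and a fold change above 1.5 or below 0.667. The methods also name RUVSeq for the removal of unwanted variation, but the text gives no variant, number of factors or control genes, and no such factor entered this comparison. The choice of test, the treatment of unwanted variation and single libraries all move the number of called genes. In addition, 47 lists of genes of metabolic pathways, kidney cell types and immune responses were tested as groups with limma's camera. They were written before the deposited counts were examined. The first part of the paper's count table behind Fig. 3b had been seen by then. So had parts of the paper's supplementary GO table of differential genes, which names genes the study called.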

Cysts from KM mice and neoplastic masses from KMS mice were collected for RNA-sequencing and LC-MS/MS proteomics (Fig. 3a). Transcriptomics analysis identified a total of 1072 differential genes (FDR < 0.05, FC > 1.5) (Fig. 3b), including 817 downregulated genes (76.21%) and 255 upregulated genes (23.79%) in KMS mice compared to KM mice (Fig. 3c). 

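*Setd2* itself, counted over the whole gene (chromosome 9 of GRCm38, from 110532500 to 110618633), was at 67.9 ± 3.95 CPM (SD, n = 5 mice) in KM and at 57.0 ± 25.0 CPM (SD, n = 5 mice) in KMS. The KM libraries lay between 62.6 and 73.3 CPM, and KMS replicates 1 to 5 were at 89.0, 36.2, 71.1, 60.4 and 28.2 CPM. Its log2 fold change was -0.25 (standard error 0.286, adjusted p = 0.658 from edgeR's quasi-likelihood test; -0.47 without KMS replicate 1, -0.12 without KMS replicate 2 and -0.04 without KMS replicate 5), and a count over the whole gene does not show whether a transcript lacks a floxed exon. Of the 15728 genes tested, 16 were called, 4 of them higher and 12 lower in KMS mice compared to KM mice. The genes higher in KMS were the interferon-induced genes Gbp2b and Ifi44l, Polr3e, which encodes a subunit of RNA polymerase III, and the pseudogene Gm5900. The 17 genes of the interferon-response list, which holds neither Gbp2b nor Ifi44l, all had a negative log2 fold change (median -0.61). The genes lower in KMS were the ribosomal protein gene Rpl29 with the pseudogenes Gm6344 and Gm10709, the basal keratin gene Krt5, the estrogen receptor gene Esr1, the meiotic cohesin gene Rec8, Serpinb9, which encodes an inhibitor of granzyme B, the proteoglycan gene Lum, and Anxa8, Clca2, Gsdmc3 and Capn13. Of these, Ifi44l, Gm5900, Krt5, Gm10709, Clca2, Gsdmc3 and Capn13 lie outside the rule for named genes and were chosen after their values were seen.

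Gbp2b (chromosome 3, 142594816 to 142619179) rose from 0.217 ± 0.156 CPM (SD, n = 5) in KM to 12.8 ± 2.46 CPM (SD, n = 5) in KMS, a log2 fold change of 5.81 (standard error 0.572, adjusted p = 0.00195 from edgeR's quasi-likelihood test). Ifi44l (chromosome 3) had a log2 fold change of 6.58 (standard error 0.809, adjusted p = 0.00971 from the same edgeR test). Polr3e (chromosome 7) rose from 48.7 ± 3.69 to 120.1 ± 15.9 CPM (SD, n = 5 each), with a log2 fold change of 1.30 and an edgeR adjusted p of 0.0121. Rpl29 (chromosome 9, 106428889 to 106431568) fell from 149.8 ± 79.4 CPM in KM to 2.17 ± 1.67 CPM in KMS (SD, n = 5 each). Its log2 fold change was -6.11 (standard error 0.561, adjusted p = 0.00139 from edgeR). Gm6344 (chromosome 13), a copy of Rpl29, had a log2 fold change of -9.67 (standard error 0.587, adjusted p = 2.87e-05 from edgeR). Reads of Rpl29, Gm6344 and Gm10709 may be shared among them and other copies, so the values of each are uncertain. Esr1 (chromosome 10) fell from 29.4 ± 12.3 to 4.09 ± 1.18 CPM and Rec8 (chromosome 14) from 32.0 ± 7.58 to 6.29 ± 1.49 CPM (SD, n = 5 each), with log2 fold changes of -2.84 and -2.35 and edgeR adjusted p of 0.00971 and 0.00571. Krt5 (chromosome 15) had a log2 fold change of -7.61, and KM libraries held 20.1 ± 13.6 CPM of it (SD, n = 5). In each of the 16 genes every library of one group lay above every library of the other, as in 753 of all tested genes (4.79%, where chance gives 0.794%). The 16 were called on these same libraries, so their separation is no further evidence. The chance value is a mean over all groupings, and the share was not computed for other splits of the libraries.

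An unadjusted p under 0.05 was found for 3062 genes. On the same counts, DESeq2 called 1072 genes (255 higher, 817 lower), edgeR's likelihood ratio test 602 (131 higher, 471 lower) and limma-voom 33 (6 higher, 27 lower). DESeq2 was run on all 21010 genes and the other 2 tests on the 15728 kept. Over the genes kept, the authors' p-values gave 861 calls (245 higher, 616 lower), a count added after the data were seen. With unwanted variation removed before the quasi-likelihood test, RUVg called 569 genes with 1 factor (252 higher, 317 lower) and 911 with 2 (388 higher, 523 lower), and RUVr called 2237, of which more were higher than lower (1218 and 1019). The quasi-likelihood count was 9 without KM replicate 2, 9 without KMS replicate 1, 42 without KMS replicate 2 and 10 without KMS replicate 4, and 7 genes were called in every one of these leave-one-out fits. Without KM replicate 2 the edgeR adjusted p reached 0.117 for Capn13, 0.107 for Lum, 0.105 for Gsdmc3, 0.0912 for Gm5900, 0.0666 for Polr3e and 0.0665 for Clca2, and without KMS replicate 1 it reached 0.0922 for Anxa8, 0.0788 for Serpinb9 and 0.0641 for Gm10709. With the level of the Y-linked genes as a covariate, 7 genes were called, 6 of them among the 16, and the edgeR adjusted p was 0.0574 for Polr3e, Esr1 and Gm10709, 0.0739 for Krt5, 0.098 for Lum and Gm5900, 0.121 for Clca2 and Gsdmc3, 0.169 for Anxa8 and 0.2 for Capn13.

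**Figure D1:**
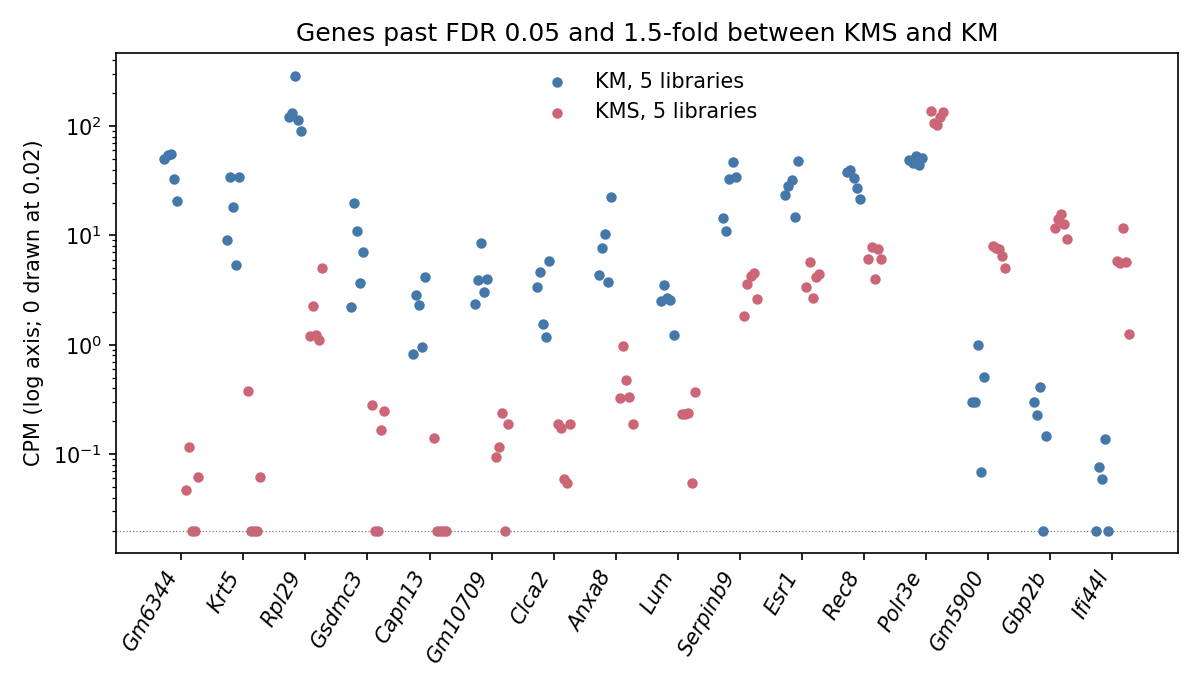
CPM of the 16 called genes in each library, on a log axis with values of 0 drawn at 0.02. Blue points are the 5 KM libraries and red points the 5 KMS libraries. The points of the groups are apart for every gene, and Polr3e has the smallest distance, with means of 48.7 and 120.1 CPM.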

Proteomics analysis identified a total of 290 differential proteins (FDR < 0.05, FC > 1.5) (Fig. 3b, Supplementary Fig. 2a), including 160 upregulated proteins (44.83%) and 130 downregulated proteins (55.17%) in KMS mice compared to KM mice (Fig. 3c). 

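Transcripts and proteins of metabolic enzymes were set side by side for the 91 metabolic proteins of Supplementary Data 4, of which 90 had a tested mRNA. The protein fold changes are the paper's, and since the study chose these proteins for their protein change, their protein directions are not independent evidence. The paper measured protein in more KM mice than RNA (Fig. 3b), and whether the same mice gave both is not stated. Only fold changes between groups are compared, not values paired by mouse. Of 54 proteins higher in KMS, 37 had an mRNA with a positive log2 fold change, and of 36 proteins lower in KMS, 6 had an mRNA with a negative log2 fold change, so that 43 of 90 pairs had the same sign. Without KMS replicate 5 these counts were 40 of 54, 11 of 36 and 51 of 90. In the TCA cycle, the mRNA log2 fold change was positive for 12 of 12 genes, whereas 1 of the 12 proteins, Sdhc, was higher. In amino acid metabolism, 15 of 19 mRNAs had a positive log2 fold change and 0 of 19 proteins were higher. In glycolysis, 11 of 11 proteins were higher and 8 of 11 mRNAs had a positive log2 fold change. In the group named protein catabolism, 28 of 31 proteins were higher, 20 of 31 mRNAs had a positive log2 fold change and 21 of 31 pairs had the same sign. These group names are those of Supplementary Data 4 and do not describe every member. Protein catabolism there also holds genes of fatty acid metabolism such as Tecr, Acsl1 and Cpt1a. Its glycolysis group also holds Slc5a1 and Slc5a2, which the lists here place in carbohydrate absorption. The same sign was found for 6 of 12 pairs of glycerolipid and 3 of 5 of sphingolipid metabolism. Fabp3, a fatty acid carrier, had an mRNA log2 fold change of 1.34 (0.75 without KMS replicate 5) and, in the paper's table, a protein log2 fold change of -3.09. Bcat1, a transaminase of branched-chain amino acids, had an mRNA log2 fold change of -3.71 (adjusted p = 0.109 from edgeR and 5.84e-05 from DESeq2) and a protein log2 fold change of -2.40 in the paper's table.

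None of the 90 mRNAs was called with edgeR's quasi-likelihood test, and at an unadjusted p under 0.05 from the same test 20 were higher and 2 lower. Such a p was found for 3062 of all 15728 tested genes, a share little below that of the 90. DESeq2 called 3 of them higher and 1 lower, limma-voom 0, and limma-voom with quality weights 4 higher and 1 lower. Across genes, Pearson's r between the mRNA and protein log2 fold changes was 0.105 (two-sided permutation test with 100000 resamples, p = 0.331) and Spearman's rho was -0.0184 (p = 0.865 from the same permutation test). This was the 1 relation tested, and genes are not independent replicates. Without KMS replicate 5, r was 0.287 (permutation p = 0.00395), and with 1 RUVg factor it was 0.22 (permutation p = 0.0329). All 16 called genes are among the 1070 differential genes in the source data of Supplementary Fig. 3b, a list chosen on these libraries and so not independent evidence. None of the 16 is among its 290 differential proteins, and the source data share 7 names between the gene list and the protein list.

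**Figure D2:**
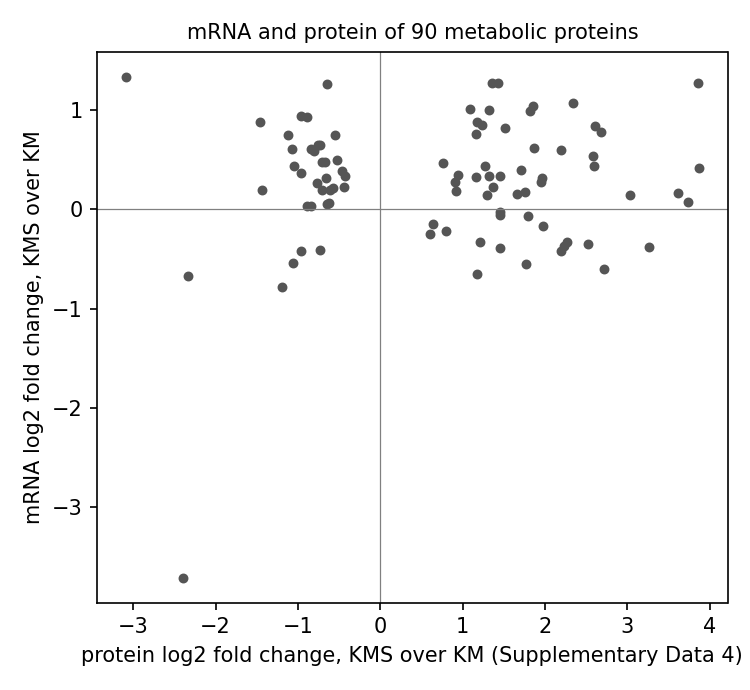
mRNA log2 fold change from the counts (y axis) against the paper's protein log2 fold change (x axis) for 90 metabolic proteins, both as KMS over KM. Each point is a gene and the lines mark 0. The mRNA values run from -3.71 to 1.34 and the protein values from -3.09 to 3.87, and 43 points lie in the quadrants of equal sign.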

Of note, a prominent uncoupling of mRNA and protein expression after SETD2 ablation was revealed through analysis of the differential mRNAs and proteins between KMS and KM (Supplementary Fig. 3a, b).

**Fig. 3:**
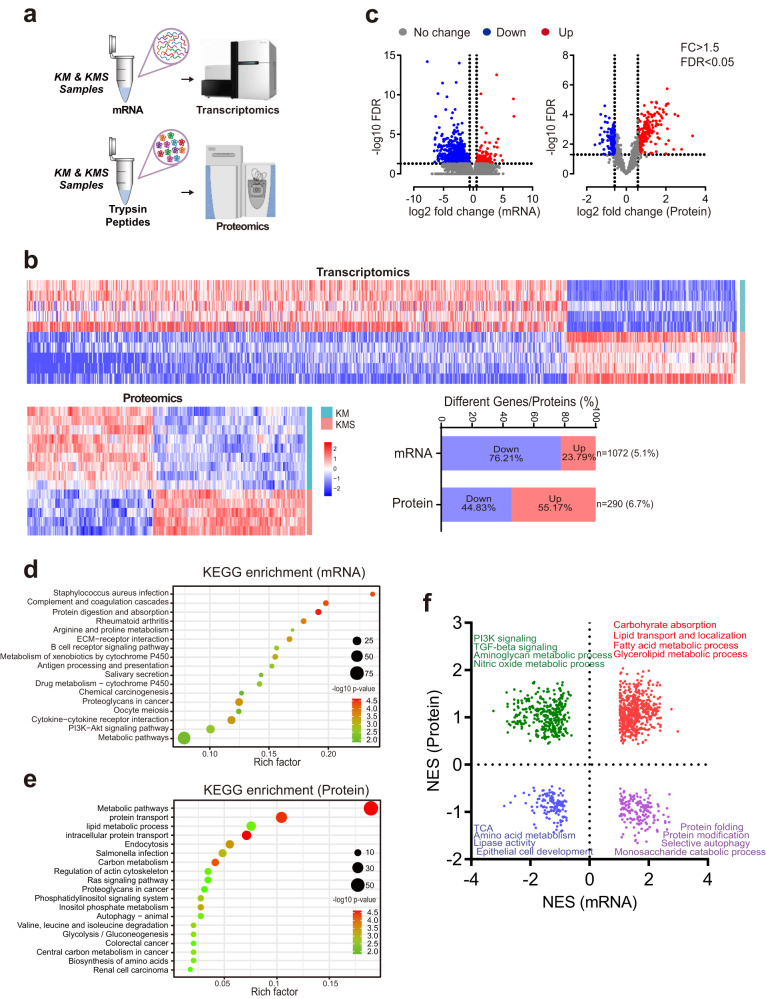
SETD2 deficient ccRCC displays altered metabolic pathways. **a** Schematic representation of the transcriptomics and proteomics analyses of KM and KMS mice. **b** Heat map of the top 290 altered proteins between KM (*n* = 9) and KMS (*n* = 5) mice. Heat map of the top 1072 altered genes between KM (*n* = 5) and KMS (*n* = 5) mice. **c** Volcano plot of gene and protein alterations between KM and KMS mice. Significantly differential proteins (FDR < 0.05 and fold change >1.5) are colored in red (upregulated) and blue (downregulated) in KMS mice compared to KM mice, while others are colored in gray. **d** Significantly altere**d** KEGG pathways between KM and KMS mice based on differential genes. **e** Significantly altered KEGG pathways between KM and KMS mice based on differential proteins. **f** GSEA analysis of upregulated and downregulated pathways in KMS mice compared to KM mice at mRNA (x axis) and protein (y axis) levels based on GO subset in AmiGO database. Normalized enrichment scores (NES) of GO terms are plotted. Source data are provided as a Source Data file.

To further clarify the biological processes and pathways affected by SETD2 deficiency, we implement enrichment analysis based on differential mRNAs and proteins. KEGG and Gene Ontology (GO) enrichment analysis on proteomics data indicated distinct alterations in metabolic pathways (Fig. 3e, Supplementary Fig. 2b, c), which were more significant than that on transcriptomics data (Fig. 3d, Supplementary Fig. 3c). 

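Outside metabolism, the lists lower in KMS mice compared to KM mice with camera's preset correlation between genes included those of dividing cells, of immune cells, of the connective tissue between tubules, of intercalated cells and of tubule injury. With an estimated correlation none of them passed (lowest adjusted p = 0.22 from camera), and with fry those of tubule injury (adjusted p = 0.122) and interferon response (adjusted p = 0.0662 from limma's fry) did not. All 22 genes of cell division had a negative log2 fold change (median -1.36, camera FDR = 2.74e-13), among them Top2a and Mki67, a marker of proliferating cells. Mki67 was at 36.1 ± 15.4 CPM in KM and 8.06 ± 7.16 CPM in KMS (SD, n = 5 each) and was not called, with a log2 fold change of -2.16 (edgeR adjusted p = 0.117). Of the 10 fits without 1 library it was called in that without KMS replicate 2, with a log2 fold change of -2.88 and an edgeR adjusted p of 0.0143. Marker genes of T and NK cells (13 of 13 negative, median -1.78, camera FDR = 8.94e-08), of B and plasma cells (10 of 10 negative, median -2.02, camera FDR = 1.46e-06) and of macrophages (15 of 15 negative, median -1.13, camera FDR = 7.92e-07) were lower as groups with the preset correlation. So were fibroblast markers (15 of 16 negative, median -1.43, camera FDR = 1.15e-07) and markers of intercalated cells of the collecting duct (9 of 9 negative, median -1.21, camera FDR = 1.13e-06). Cd8a, a marker of cytotoxic T cells, was at 15.1 ± 7.74 CPM in KM and 1.25 ± 1.47 CPM in KMS (SD, n = 5 each; edgeR adjusted p = 0.105). Genes of cytokines and chemokines (25 of 27 negative, median -1.23, camera FDR = 8.94e-08), of B cell receptor signaling (median -1.46, camera FDR = 1.09e-09), of complement and coagulation (31 of 35 negative, median -0.67, camera FDR = 8.51e-05) and of tubule injury (13 of 17 negative, median -0.87, camera FDR = 0.000271) ran the same way. For the genes of ECM-receptor interaction 33 of 38 were negative (median -0.49, camera FDR = 1.12e-05), with a median of -0.30 without KMS replicate 5 and -0.33 without KM replicate 5. The 17 interferon-response genes were all negative (median -0.61, camera FDR = 3.68e-05; median -0.95 without KMS replicate 3). Markers of proximal tubule (median 0.09, negative with upper-quartile factors; camera FDR = 0.418) and endothelium (median -0.01, positive with RLE factors; camera FDR = 0.726) did not pass the test. With 1 library left out their medians ran from -0.27 to 0.36 and from -0.45 to 0.27. With an estimated correlation between genes, camera gave p = 0.0474 for cell division, p = 0.0347 for T and NK cells, p = 0.0455 for B and plasma cells, p = 0.0768 for macrophages, p = 0.00632 for fibroblasts and p = 0.038 for intercalated cells. Camera with an estimated correlation between genes also gave p = 0.0476 for cytokines and chemokines, p = 0.0185 for B cell receptor signaling, p = 0.0529 for complement and coagulation, p = 0.157 for tubule injury, p = 0.0395 for ECM-receptor interaction and p = 0.113 for interferon response, and none of these lists passed when adjusted over the 47 lists. Complement and coagulation, ECM-receptor interaction, B cell receptor signaling and cytokine interactions are terms the study drew from these libraries (Fig. 3d), so these lists are not independent evidence of their direction.

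Of the genes in these lists, Lum was called over all genes. When adjusted over the list alone, 14 genes of cell division, 9 T and NK cell markers, 9 B and plasma cell markers, 6 macrophage markers, 9 fibroblast markers, 7 intercalated cell markers, 9 cytokine genes, 12 B cell receptor genes, 4 complement genes, 3 injury genes and 6 ECM-receptor genes were lower and 0 interferon-response genes were. At an unadjusted p under 0.05 from edgeR, 17 genes of cell division and 4 interferon-response genes were lower (beside 3062 of all 15728 tested genes in either direction). DESeq2 called 10 and 1 lower.

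Of 679 Reactome pathways tested with camera, a collection the study did not choose, 190 passed an FDR under 0.05 with the preset correlation, 118 higher and 72 lower in KMS, and 0 passed with an estimated correlation. The lowest p among those higher belonged to respiratory electron transport with ATP synthesis (93 genes, median log2 fold change 1.03 and 0.50 without KMS replicate 5, camera FDR = 1.27e-13, p = 0.112 with an estimated correlation), the TCA cycle with respiratory electron transport, respiratory electron transport alone, and elongation and initiation of mitochondrial translation (medians 0.66 each, and 0.30 and 0.31 without KMS replicate 5). Among those lower they belonged to rhodopsin-like receptors (119 genes, median -0.66, camera FDR = 5.92e-08), integrin interactions (median -0.71), extracellular matrix organization (median -0.54), its degradation (median -0.69) and G alpha i signalling (median -0.68).

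Over all 47 lists, 23 passed with camera's preset correlation of 0.01, 7 higher and 16 lower. With an estimated correlation, 0 of the lists passed and 10 had an unadjusted p under 0.05. Other splits of the same 10 libraries put as many lists past the threshold in 11 of 100 splits and as many pathways in 20 of 100, the real split included in both. Over the splits other than the real one, the median was 15 lists and 117 pathways. Passing with the preset correlation was thus common under other groupings.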

We next integrated proteomic and transcriptomic datasets to determine the dysregulation of cellular processes induced by SETD2 deficiency. By adopting gene set enrichment analysis (GSEA) pathway enrichment, we found half pathways were either upregulated or downregulated at both protein and mRNA levels, including upregulated fatty acid metabolic process and downregulated amino acid metabolism (Fig. 3f). These results demonstrate that SETD2 indeed regulates broad metabolic pathways during PKD-ccRCC transition.

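Genes of fatty acid breakdown and of amino acid metabolism had mostly positive fold changes, and genes of fatty acid synthesis went both ways; the difference between the lists was not tested. All 25 genes of fatty acid oxidation had a positive log2 fold change, with a median of 0.62 (camera FDR = 3.42e-07). The list did not pass with an estimated correlation between genes (p = 0.116, adjusted p = 0.327 from camera) or with fry. For fatty acid synthesis and elongation, 8 of 25 genes were positive and 17 negative, with a median of -0.09 (camera FDR = 0.338). It was -0.18 without KM replicate 4, -0.22 without KMS replicate 3, -0.16 without KMS replicate 4 and -0.14 without KMS replicate 5. Acsl1, which activates fatty acids, had a log2 fold change of 0.86 (edgeR adjusted p = 0.288; 0.53 without KMS replicate 1). Tecr, the reductase of very long chain fatty acid elongation, was at 154 ± 16.2 CPM in KM and 276 ± 121 CPM in KMS (SD, n = 5 each; edgeR adjusted p = 0.183). Its log2 fold change was 0.84 (0.56 without KMS replicate 5). For amino acid metabolism, 46 of 53 genes were positive and 7 negative, with a median of 0.47 (camera FDR = 0.00229). It did not pass with an estimated correlation (p = 0.232, adjusted p = 0.519 from camera) or with fry. Ass1 of the urea cycle had a log2 fold change of 0.57 (0.32 without KMS replicate 5). Genes of glycerolipid metabolism (20 of 25 positive, median 0.28, camera FDR = 0.0265) passed with the preset correlation and not with an estimated one (p = 0.118, adjusted p = 0.327 from camera with the estimated correlation) or with fry. Genes of lipid transport (median -0.03, and from -0.08 to 0.17 with 1 library left out; camera FDR = 0.953) did not pass.

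None of the genes in these lists was called with edgeR's quasi-likelihood test over all genes. When adjusted over the list alone, 6 genes of fatty acid oxidation were higher, 1 gene of fatty acid synthesis was lower, and 4 genes of amino acid metabolism were higher and 1 lower, while 0 genes of glycerolipid metabolism and 0 of lipid transport passed. At an unadjusted p under 0.05, 11 genes of fatty acid oxidation were higher and 0 lower, and 14 genes of amino acid metabolism were higher and 5 lower (beside 3062 of all 15728 tested genes in either direction). DESeq2 called 4 genes of fatty acid oxidation higher, and in amino acid metabolism 5 higher and 2 lower. Fatty acid metabolism and amino acid metabolism are terms the study drew from these libraries, so the lists are not independent evidence of its terms' directions.

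The median of amino acid metabolism was 0.32 without KMS replicate 5, the highest library in that list (camera FDR = 0.0446), and the call of glycerolipid metabolism ended without KMS replicate 1 (median 0.33, camera FDR = 0.0564) and without KMS replicate 3 (median 0.33, camera FDR = 0.0698), with a median of 0.45 without KMS replicate 2.

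**Figure D3:**
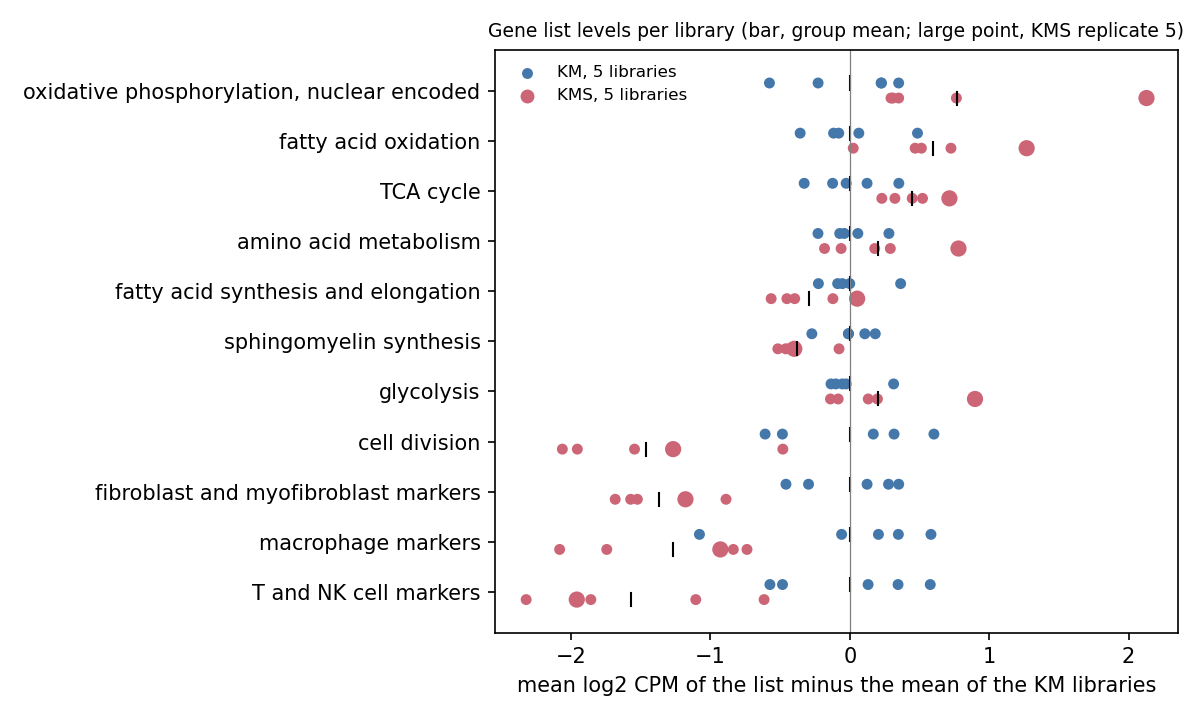
Mean log2 CPM of 11 gene lists in each library, minus the mean of the KM libraries (x axis, log2 units). Blue points are the 5 KM libraries, red points the 5 KMS libraries, bars are group means and the large red point is KMS replicate 5. This library is the highest in oxidative phosphorylation, fatty acid oxidation, the TCA cycle, amino acid metabolism and glycolysis, while cell division and T and NK cell markers lie below 0 in all 5 KMS libraries.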

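Nuclear genes of oxidative phosphorylation and genes of the TCA cycle had mostly positive log2 fold changes in KMS and passed as groups with camera's preset correlation, but not with an estimated one. All 33 nuclear-encoded genes of oxidative phosphorylation had a positive log2 fold change (median 0.98 and 0.51 without KMS replicate 5, camera FDR = 1.03e-10). With an estimated correlation camera gave p = 0.161 (adjusted p = 0.379), and the list did not pass with fry either. Atp5a1 and Atp5b, subunits of ATP synthase, had log2 fold changes of 0.57 and 0.78 (0.48 and 0.24 without KMS replicate 5). Of 24 genes of the TCA cycle, 23 were positive and 1 negative (median 0.43, camera FDR = 3.68e-06). The estimated correlation gave p = 0.116 (adjusted p = 0.327) for them, and they did not pass with fry. Mdh1, a malate dehydrogenase, was at 907 ± 250 CPM in KM and 1538 ± 455 CPM in KMS (SD, n = 5 each), and Pck1 of gluconeogenesis had a log2 fold change of 1.41 (0.88 without KMS replicate 1). The 18 genes of selective autophagy were all positive (median 0.82, camera FDR = 9.03e-06), with p = 0.0188 (adjusted p = 0.22) from the estimated correlation. Gabarapl1 was higher in each KMS library than in each KM library, at 605 ± 195 and 1160 ± 228 CPM (SD, n = 5 each; edgeR adjusted p = 0.178). Glycolysis (15 of 19 genes positive, median 0.52, camera FDR = 0.0551) did not pass. Sphingomyelin synthesis did not either (9 of 16 positive, camera FDR = 0.449), and its median of 0.07 (negative with upper-quartile factors, and from -0.06 to 0.12 with 1 library left out) and mean of -0.39 differ in sign. The genes encoded by the mitochondrial genome (7 of 9 positive, median 0.12 and just below 0 with upper-quartile factors, camera FDR = 0.418) did not pass, although they did with RUVg and 1 factor (median 0.50, camera FDR = 0.0273) or 2 factors (median 0.55, camera FDR = 0.0141). With 1 library left out their median ran from -0.11 to 0.43. Genes of aminoglycan metabolism (21 of 26 negative, median -0.35, camera FDR = 0.00465; p = 0.0095, adjusted p = 0.22 with an estimated correlation) and TGF-beta signaling (12 of 22 negative, median -0.44, camera FDR = 0.0114; p = 0.066, adjusted p = 0.259 with an estimated correlation) passed as lower with the preset correlation and with fry.

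Over all genes, edgeR's quasi-likelihood test called Lum in aminoglycan metabolism and none in the other lists. When adjusted over the list alone, 0 genes of oxidative phosphorylation, 0 of the TCA cycle, 5 of selective autophagy and 0 of sphingomyelin synthesis were higher, and 1 of glycolysis, 2 of sphingomyelin synthesis, 1 of aminoglycan metabolism and 7 of TGF-beta signaling were lower, with 1 higher in the last. The TCA cycle, selective autophagy, aminoglycan metabolism and TGF-beta signaling are terms the study drew from these libraries (Fig. 3f), so their lists are not independent evidence of direction. At an unadjusted p under 0.05, 23 genes of oxidative phosphorylation, 9 of the TCA cycle and 9 of selective autophagy were higher (beside 3062 of all 15728 tested genes in either direction). DESeq2 called 2, 0 and 4 higher. KMS replicate 5 had the highest oxidative phosphorylation level, and without it the median was 0.52 for selective autophagy and 0.22 for glycolysis (0.28 without KM replicate 5). Glycolysis passed with camera without KM replicate 3 (FDR = 0.0148), KMS replicate 1 (FDR = 0.0297), KMS replicate 2 (FDR = 0.047) or KMS replicate 4 (FDR = 0.0196), and with upper-quartile factors (FDR = 0.0367), no filter (FDR = 0.0259), RUVr (FDR = 0.0351) or a block by the replicate numbers of the labels (FDR = 0.0412) or of the source data (FDR = 0.0203). The medians without KMS replicates 3 and 4 were -0.59 and -0.53 for aminoglycan metabolism, and that without KM replicate 5 was -0.22 for TGF-beta signaling.

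From the enrichment of metabolic terms among differential genes and proteins, and from GO terms that ran in one direction at both the mRNA and the protein level, the paper concludes that SETD2 regulates broad metabolic pathways in the transition from polycystic kidney to ccRCC.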

### SETD2 loss promotes metabolic reprogramming and sphingomyelin biosynthesis by regulating metabolic proteins

Given that proteomics analysis clearly indicated the strong connection between metabolic proteins and SETD2 deletion, we further performed GSEA analysis on proteomics dataset to identify the alteration of KEGG metabolic pathways during PKD-ccRCC transition (Fig. 4a). We found that the enriched upregulated pathways in SETD2 deficient renal tissues were frequently related to glycolysis, protein catabolic and lipids transport and metabolism, evidenced by upregulated proteins (FDR < 0.05), such as PKM, CLTC, SLC5A1 and TECR, as well as downregulated pathways including carbohydrate metabolism, TCA cycle and amino acid metabolism, evidenced by downregulated proteins (FDR < 0.05), such as IDH2, CS, and GOT2 (Fig. 4b). The downregulation of TCA cycle (CS, CSL, ACO2, IDH1, IDH2, IDH3A, IDH3G, SUCLA2, SUCLG1, FH, MDH1, MDH2, ME1 and PCK1), amino acid metabolism (PSPH, SHMT2, GATM, GAMT, GPT2, GOT1, GOT2, BCAT1 and BCAT2) components, as well as upregulation of fatty acid biosynthesis (HACD2, HACD3, TECR, THEM4 and ACOT7), carbohydrate absorption (SIS, OPP4, ACE2, SLC5A1, SLC2A2, SLC6A19, SLC16A10, ATP1A1 and ATP1A2), glycolysis (PGM2, PFKL, PFKM, PFKP, ENO3 and PKM) components that we observed at protein level revealed the metabolic reprogramming toward accelerating lipids biosynthesis in SETD2 deficient ccRCC mice (Fig. 4c, d).

**Fig. 4:**
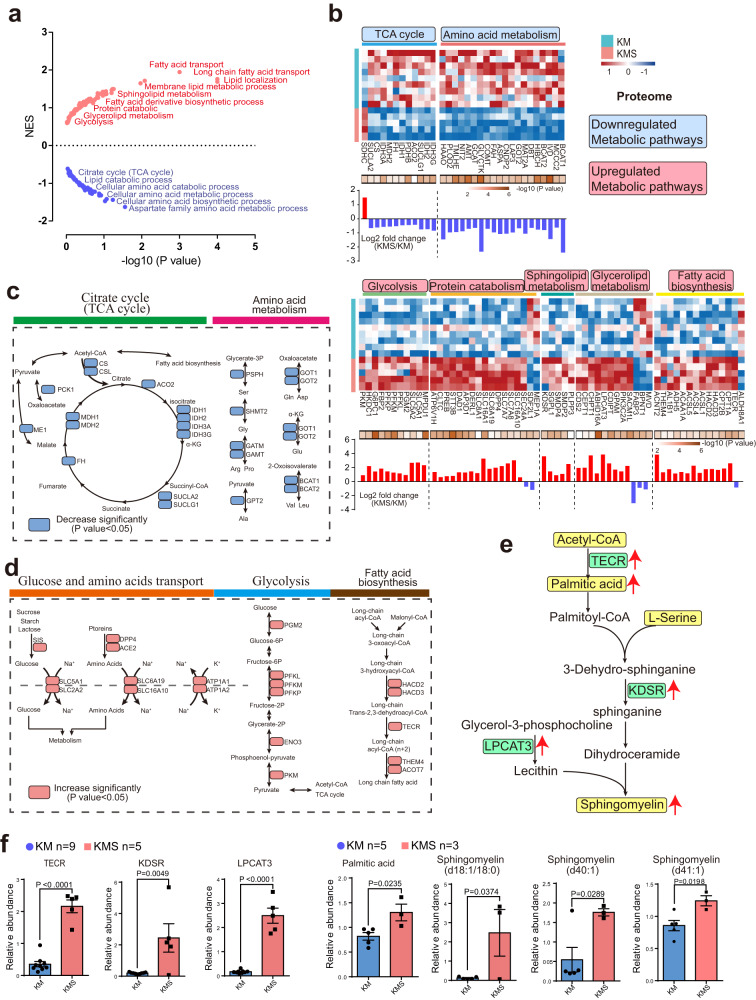
SETD2 deficiency leads to metabolic reprogramming and upregulated sphingomyelin biosynthesis. **a** GSEA of KEGG metabolic pathways enriched in KMS mice compared to KM mice. Upregulated and downregulated pathways are shown in red and blue, respectively. **b** Heat map and quantitative analysis of altered proteins (FDR < 0.05) in upregulated and downregulated pathways between KMS and KM mice. **c, d** Reprogrammed metabolic pathways in KMS mice compared to KM mice. **e** Schema of de novo sphingomyelin biosynthesis with upregulated proteins and metabolites in KMS mice compared to KM mice. The most critical representative proteins and metabolites were highlighted in green and yellow, respectively (FDR < 0.05 and fold change >1.5). **f** KMS mice showed increased TECR (*P* < 0.0001), KDSR (*P* = 0.0049), LPCAT3 (*P* < 0.0001), Palmitic acid (*P* = 0.0235), and Sphingomyelin d18:1/18:0 (*P* = 0.0374), d40:1 (*P* = 0.0299) and d41:1 (*P* = 0.0198) compared to KM mice. Statistical comparisons were made using a 2-tailed Student’s *t* test. Data are represented as mean ± SEM. Source data are provided as a Source Data file.

In our study, we demonstrated that SETD2 ablation resulted in decreased amino acid metabolism and increased fatty acid biosynthesis during PKD-ccRCC transition. Notably, enhanced levels of amino acid and palmitoyl-CoA are critical to de novo biosynthesis of SM^25^. Our data showed increased protein levels of TECR, KDSR and LPCAT3, which are essential enzymes in SM biosynthesis, as well as increased palmitic acid, sphingomyelin (d18:1/18:0), sphingomyelin (d40:1) and sphingomyelin (d41:1) in KMS samples compared to KM samples (Fig. 4e, f). These results suggest that SETD2-deficiency-induced metabolic alterations contribute to de novo synthesis of SM. Our study reveals a critical function of SETD2 in metabolic reprogramming, while the deletion of SETD2 promotes de novo synthesis of SM during PKD-ccRCC transition.

### SETD2 loss is accompanied by increased sphingomyelin in human ccRCC

To further examine the clinical functional relevance between SETD2 and SM biosynthesis, we analyzed transcriptomic and proteomic signatures in ccRCC patients from The Cancer Genome Atlas (TCGA) database (*n* = 533) and The Clinical Proteomic Tumor Analysis Consortium (CPTAC) database (*n* = 606), respectively. Clinically, mutations and low expression of SETD2 were widely observed in ccRCC samples (Supplementary Fig. 4a, b). At the protein level, 17 and 38 proteins were upregulated and downregulated respectively at both mouse and human ccRCC, which account for 60.45% of total differential metabolic proteins (Fig. 5a). Specifically, upregulated proteins, including PFKP, SLC16A1, KDSR, LPCAT3 and CDIPT, as well as downregulated proteins, including HAAO, GOT2, FABP3, IDH3G and GLYCTK caused by SETD2 deletion in mice, were also consistently increased or decreased respectively in human ccRCC (Fig. 5b). GSEA analysis on clinical proteomic data from CPTAC database also showed statistically significant enrichment between SETD2 alteration and metabolic pathways (Supplementary Fig. 4c). Correlation analysis showed positive correlations between SETD2 and the levels of proteins in TCA cycle and amino acid metabolism. Meanwhile, the low level of SETD2 was clinically related to the upregulations of proteins in glycolysis, protein catabolic and lipid biosynthesis (Fig. 5c, Supplementary Fig. 4d). These results indicated a positive correlation of SETD2 loss with metabolic reprogramming in human ccRCC, consistent with our previous findings in SETD2 deficient mice.

**Fig. 5:**
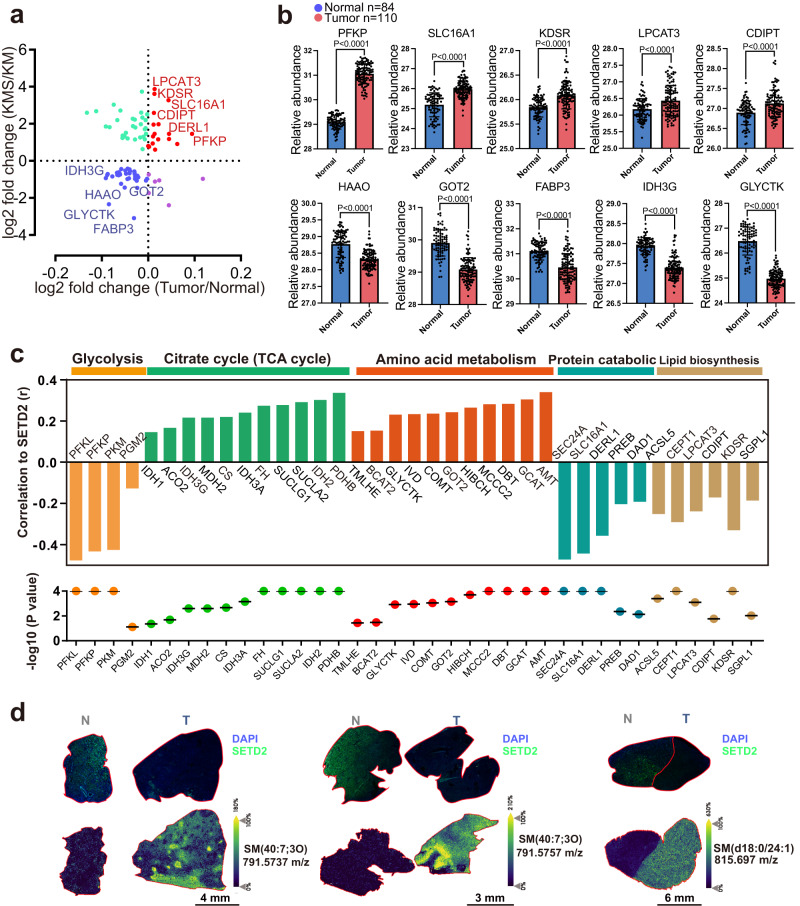
SETD2 loss associates with upregulated sphingomyelin biosynthesis in human ccRCC. **a** Sample-averaged, normalized and log-transformed change level for altered protein pairs in human and mouse ccRCC. Up- and down-regulated proteins at both mouse and human ccRCC are shown in red and blue, respectively. **b** Increased PFKP, SLC16A1, KDSR, LPCAT3 and PFKP proteins, as well as decreased HAAO, GOT2, FABP3, IDH3G and GLYCTK proteins were observed in ccRCC samples compared to adjacent normal kidney tissues (*P* < 0.0001). **c** The correlation of key protein abundances and protein level of SETD2 in human ccRCC. **d** Representative immunofluorescent images showing protein levels of SETD2 in ccRCC patients and representative MALDI-IMS images of ccRCC tissue from the same patients. Statistical comparisons were made using a 2-tailed Student’s *t* test. Data are represented as mean ± SEM. Source data are provided as a Source Data file.

To further validate the relevance between SETD2 and SM biosynthesis, we detected levels of SETD2 protein and SM in human ccRCC samples. Immunofluorescent (IF) staining showed reduced protein level of SETD2 in ccRCC tissues compared to adjacent normal tissues. Then MALDI imaging mass spectrometry (MALDI-IMS) was performed to measure the in situ metabolites abundance on paired human ccRCC and normal samples with altered SETD2 levels. Our data showed significantly increased SMs in SETD2-low tumors, including SM (40:7;3O, m/z 791.5757), SM (40:6;3O, m/z 793.5889), SM (40:7;3O, m/z 791.5757) and SM (40:5;3O, m/z 795.6071), demonstrating a clear inverse correlation between SETD2 and SM (Fig. 5d and Supplementary Fig. 4e). Collectively, our results demonstrated that SETD2 loss is significantly associated with upregulated SM in human ccRCC.

### Inhibition of sphingomyelin biosynthesis relieves the symptom caused by SETD2 deletion in mice

In light of the observation that SETD2 deficiency gave rise to enhanced SM content, which is strongly related to cancer initiation, growth, and immune evasion^22^, we were prompted to test whether SM synthesis inhibitors can confer protective effects against SETD2-loss-induced PKD-ccRCC transition in vivo. De novo synthesis of SM is initiated by the condensation of serine and palmitoyl-CoA, which is catalyzed by serine palmitoyl transferase (SPT)^26^. Myriocin, an analog of sphingosine that functions as a potent inhibitor of SPT, has been evaluated in vivo as a metabolic modulator with favorable effects in metabolic syndrome^25^ and cancers^27–29^. In our study, ten-week-old KMS mice were treated with myriocin intraperitoneally (0.3 mg/Kg) every two days for 3 months to block de novo synthesis of SM and subjected to ultrasonic testing every month (Fig. 6a). As depicted in Supplementary Fig. 5a, a significant decrease in SM levels were observed in myriocin-treated KMS mice in comparison to the vehicle-treated KMS mice. Inspiringly, the results of ultrasonic testing before and after treatment showed less neoplastic masses in myriocin-treated mice compared to vehicle-treated mice (Fig. 6b). And Myriocin-treated mice exhibited lighter body weight (*P* = 0.0175) and smaller kidney size (*P* = 0.0073) compared to vehicle-treated mice (Fig. 6b–d). Morphologically, smaller clear-cell areas were observed in myriocin-treated mice compared to vehicle-treated mice. Further histology analysis showed that myriocin-treated mice exhibited attenuated staining of CA9 and less lipid accumulation compared to vehicle-treated mice (Fig. 6e, f). These results intuitively revealed that the ccRCC-related symptoms caused by SETD2 deletion were alleviated and progression from PKD to ccRCC was blocked after the utilization of myriocin. Furthermore, to impede SM synthesis, we also employed lentivirus-mediated knockdown systems targeting Serine Palmitoyltransferase Long Chain Base Subunit 2 (SPTLC2), a pivotal enzyme responsible for initiating the de novo synthesis of SM^26^, in *SETD*-mut ccRCC cell line CAKI-1. Data showed a notable decrease in SM levels (Supplementary Fig. 5b), accompanied by a reduction in cell proliferation both in vitro and in vivo (Supplementary Fig. 5c, d) upon SPTLC2 knockdown. Collectively, the obtained results indicate that SETD2 loss promotes the transition from PKD to ccRCC in a SM dependent manner.

**Fig. 6:**
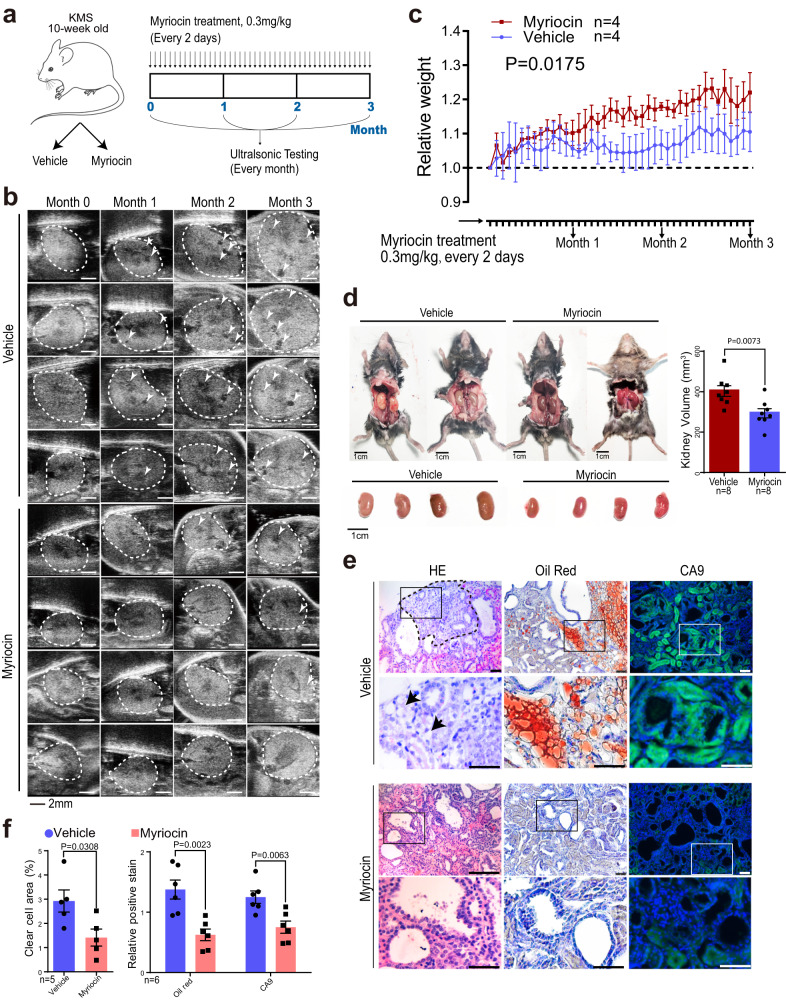
Inhibition of sphingomyelin biosynthesis relieves the tumorigenesis symptom caused by SETD2 deletion in mice. **a** Graphic illustration of the workflow and course of treatment. **b** The longitudinal ultrasonic imaging of tumor development in vehicle- and myriocin-treated KMS mice. Kidneys were indicated by white dotted lines. Scale bars = 2 mm. **c**, **d** Body weights and kidney volumes of vehicle- and myriocin-treated KMS mice. Scale bars =1 cm. Representative images (**e**) and metrics (**f**) showing protein levels and histologic changes upon the treatment of myriocin. Aberrant areas are indicated by black dotted lines and arrows. The area in the box is enlarged on the right. Scale bars, 50 μm. Statistical comparisons were made using a two-tailed Student *t* test. Data are represented as mean ± SEM. Source data are provided as a Source Data file.

Taken together, our findings demonstrated that SETD2 loss induces extensive and substantial metabolic reprogramming events, including upregulated glycolysis, protein catabolic and fatty acid biosynthesis, as well as downregulated TCA cycle and amino acids metabolism. Metabolic reprogramming caused by SETD2 deletion ultimately accelerates de novo sphingomyelin (SM) synthesis and tumorigenesis during the transition from PKD to ccRCC (Fig. 7).

**Fig. 7:**
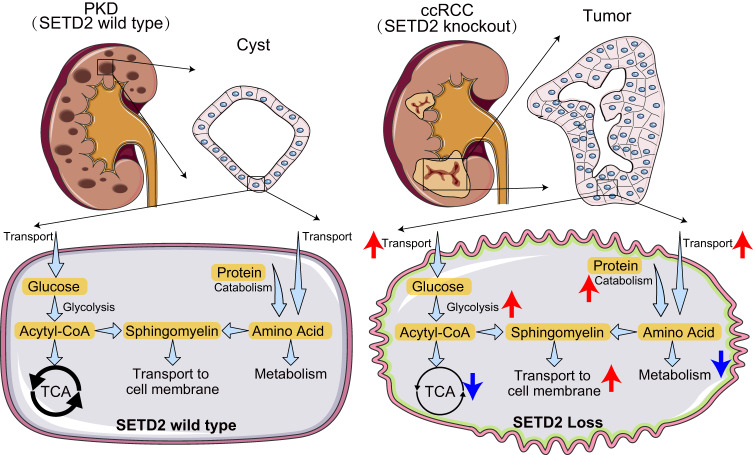
SETD2 deficiency accelerates sphingomyelin accumulation and promotes the transition from PKD to ccRCC. Schematic representing the role of SETD2 deficiency in promoting large-scale metabolic reprogramming and sphingomyelin biosynthesis during PKD-ccRCC transition.

## Discussion

SETD2 is frequently mutated across cancer types, including lung cancer^30,31^, prostate cancer^32^, intestinal cancer^33^, glioma^34^, gastrointestinal tumors^33,35^, osteosarcoma^36^ and leukemia^37,38^. Genomic analyses on hepatocellular carcinoma^39^ and lung adenocarcinoma^40^ showed that deletions in SETD2 might drive metabolic alterations. Metabolic reprogramming is a hallmark of tumor cells and has been recently regarded as a key contributor in tumor progression^7,41,42^. To better understand the role of the SETD2 in tumor metabolism in RCC progression, we systematically investigated the function of SETD2 in PKD-ccRCC transition based on comprehensive analyses of transcriptomics, proteomics, lipidomics and metabolomics. In our study, the dysregulation of carbohydrate absorption, glycolysis, lipid biosynthesis, sphingolipid metabolic, TCA cycle and amino acid metabolism were observed after *Setd2* knockout. The alterations on these metabolic pathways have been reported to promote tumor growth, progression and metastasis^28,43,44^, and are consistent with the notion that ccRCC cells are lipid- and glycogen-laden^7^. Therefore, our results indicate a strong relation between SETD2 and metabolic reprogramming in ccRCC.

In this study, we identified abnormal biosynthesis of SM in SETD2 deficient ccRCC. Functions of SM on regulating signal transduction have been proposed, such as proliferation/survival, migration and inflammation^22^. These functions are mostly linked to the presence of SM in the plasma membrane, the Golgi or the nucleus^21^. Cell surface biochemical changes, notably excessive increase in outer leaflet SM content, are of importance in cancer initiation, growth and immune evasion^45^. Accumulating evidences suggest that lung, colon, prostate, breast and kidney cancers have relations to SM content and their metabolizing enzymes, confirming that the presence of inordinate SM amount on cancer cells is associated with the level of malignancy^46–48^. Therefore, our work shed light on a mechanism that SETD2 deficiency would exert a crucial impact on SM-mediated biochemical functions and ultimately facilitate the transition from PKD to ccRCC.

A multigene panel that includes PKD1, PKD2, ALG5, ALG9, DNAJB11, GANAB, HNF1B, IFT140 was reported to be relevant to the genetic cause of PKD^49–52^. However, it is worth noting that there is no evidence indicating a common occurrence of SETD2 mutations in PKD, suggesting that SETD2 deficiency have a low relation to PKD process. Meanwhile, mutations of the SETD2 gene are common (occurs up to 12%) in ccRCC patients^10^, thus indicating that SETD2 deficiency may indeed play a crucial role in the development of ccRCC but not PKD. Increased CA9, recognized as a target of VHL/HIF signaling^53,54^, was observed subsequent to *Setd2* knockout in our mouse model. Clinically, low SETD2 is highly related to reduced VHL in mRNA and protein levels (TCGA-KIRC database, Supplementary Fig. 4f, g), suggesting an association between SETD2 loss and decreased VHL expression in the context of ccRCC. This observation provides a foundation for potential future endeavors in basic research, aimed at validating the regulatory influence of SETD2 on VHL/HIF signaling in ccRCC. As a methyltransferase, SETD2-mediated H3K36me3 is essential in ccRCC, and the number of H3K36me3-positive nucleus reduced ~20% in primary ccRCC^10^. In our investigations, altered H3K36me3 modifications on metabolic genes were detected upon SETD2 deficiency (ChIP-seq assays targeting H3K36me3, Supplementary Data 3 and Supplementary Fig. 6a), and 31.87% of altered metabolic proteins exhibited changes in H3K36me3 modifications on their gene bodies (Supplementary Data 4 and Supplementary Fig. 6b). Moreover, SETD2 methyltransferase mutant is deficient on regulating sphingomyelin (Supplementary Fig. 6c). This analysis indicates that SETD2-mediated H3K36me3 modification involves in the alteration of metabolic proteins and sphingomyelin accumulation. Additionally, extant literature have also asserted that SETD2 is able to regulate biological processes through modification of non-histone substrates, such as STAT1^14^ and α-tubulin^15^. It remains to be determined whether SETD2 regulates tumor metabolism by interacting with these proteins and methylating them during PKD-ccRCC transition.

Several ongoing clinical trials have provided preliminary insights into fatty acid and lipid-blocking therapies^55,56^. Of note, in our study, tumor symptom caused by *Setd2* knockout was relieved by myriocin. This finding suggested that SETD2 could be a promising target for metabolic therapy. Myriocin, a selective inhibitor of serine-palmitoyl-transferase (SPT), can block de novo biosynthesis of SM^57,58^. SPT acts as a metabolically responsive “switch” in the lipidome, and inhibition of SPT by myriocin have been co-opted to hinder tumor growth including HCT116, A549 and liver cancer^27,28^. Moreover, contact inhibition, one of the major mechanisms in immune checkpoint underlying the initiation of tumorigenesis, is also affected by the cell surface lipids including SM^45^. Accordingly, SM would be a potential therapeutic target in the anti-tumor immune therapy in the future.

Collectively, we demonstrated that SETD2 deficiency results in large-scale metabolic reprogramming and de novo SM biosynthesis, thereby accelerating the transition from PKD to ccRCC. Our findings reveal the role of the SETD2 in metabolic reprogramming and lipid metabolism in ccRCC. For clinical translation, pharmaceutical investigation of the cross-talks between SETD2 and lipids metabolism especially SM may provide enlightenments for preventing tumorigenesis in PKD patients and ccRCC therapy.

## Methods

### Mouse strains

*Setd2*^*fl/fl*^ mice were generated as previously reported^18^. *MYC*^*R26StopFL/+*^ mice were mated with *Ksp*^*Cre*^ mice to generate *Ksp*^*Cre*^*; MYC*^*R26StopFL/+*^ (*MYC* overexpression) mice in C57BL/6 background. *Setd2*^*fl/fl*^ mice were mated with *Ksp*^*Cre*^*; MYC*^*R26StopFL/+*^ mice to generate *Ksp*^*Cre*^*; MYC*^*R26StopFL/+*^ *Setd2*^*flox/flox*^ (*MYC* overexpression*; Setd2* knockout) mice. *Ksp*^*Cre*^*; MYC*^*R26StopFL/p*^ mice and *Ksp*^*Cre*^*; MYC*^*R26StopFL/p*^*; Setd2*^*flox/flox*^ mice were referred as KM and KMS mice, respectively. All mice were maintained in a specific-pathogen-free (SPF) facility and were housed at a temperature of 25 °C in a humidity-controlled environment with free access to food and water in a 12 h light/dark cycle. All experimental procedures were approved by the Institutional Animal Care and Use Committee of Shanghai Jiao Tong University. Diets for all animal experiments were purchased from SLACOM (Catalogue number: P1101F-25). Our study is not sex- or gender-based, this information has not been collected in our research.

### Histology and immunohistochemistry (IHC) staining

Tissues were fixed in 10% buffered formalin and fixed tissues were sectioned for hematoxylin and eosin (H&E) staining. For IHC staining, paraffin-embedded tissues were deparaffinized, rehydrated, and subjected to a heat-induced epitope retrieval step by treatment with 0.01 M sodium citrate (pH 6.0). Endogenous peroxidase activity was blocked with 0.3% (v/v) hydrogen peroxide in distilled water. The sections were then incubated with 0.3% Triton X-100 in PBS (137 mM NaCl, 2.7 mM KCl, 10 mM Na2HPO4, 2 mM KH2PO4, pH 7.4) for 15 min, followed by 10% goat serum in PBS for 1 hour. Subsequently, samples were incubated with primary antibodies, diluted at appropriate proportion in 1% goat serum overnight at 37 °C. After three washes in PBS, sections were incubated with an HRP-conjugated secondary antibody for 1 h at room temperature. Sections were counterstained with hematoxylin. Three random immunostaining images of each specimen were captured using a Leica DM2500 microscope and analyzed by Image-Pro Plus 6.0 software. Primary antibody against CA9 (NB100-417) was purchased from Novus Biologic. NB anti-CA9 Antibody is a rabbit polyclonal antibody raised against human and mouse CA9 and is recommended for detection of CA9 by IHC at dilution range 1:200 ~ 1:500^59,60^. Anti-rabbit IgG HRP-linked antibody (#7074) was purchased from Cell Signaling Technology.

### Oil-red-O staining and immunofluorescent assays

Tissues were rinsed in ice-cold PBS, fixed in 4% formalin for 15 min at 4 °C, and embedded in Tissue-Tek O.C.T Compound. The sections were stained with freshly prepared Oil-red-O solution for 10 min, then rinsed with 75% ethanol, and nuclei were stained with haematoxylin before examination. For IHC staining, the cover slides were first treated with 0.5% Triton for 10 min and blocked with 10% goat serum at room temperature for 1 h. Primary antibody incubations were performed overnight at 4 °C. After extensive washing with PBS, secondary antibody was applied to the sections at room temperature for 1 h. Slides were washed with PBS three times and then mounted with Vectashield mounting medium (Vector laboratories, Inc. H-1200). Three random immunostaining images of each specimen were captured using a Leica DM2500 microscope and analyzed by Image-Pro Plus 6.0 software. Primary antibody against SETD2 (LS-C332416) was purchased from LifeSpan Biosciences. LS-Bio anti-SETD2 Antibody is a rabbit polyclonal antibody raised against human and mouse SETD2 and is recommended for detection of SETD2 by immunofluorescence at dilution range 1:50 ~ 1:200^39,61^. Primary antibody against CA9 (NB100-417) was purchased from Novus Biologic. NB anti-CA9 Antibody is a rabbit polyclonal antibody raised against human and mouse CA9 and is recommended for detection of CA9 by immunofluorescence at dilution range 1:200 ~ 1:500^59,60^. Anti-rabbit IgG (Alexa Fluor® 488 Conjugate) (#4412) was purchased from Cell Signaling Technology.

### Metabolomics and lipidomics profiling

Fresh kidney tissues from mice were rapidly frozen in liquid nitrogen and then stored intact at −80 °C until LCM analysis. 18-μm thick sections for LCM were thaw-mounted on MembraneSlide (1.0 PEN, ZEISS). ccRCC and PKD tissues were sectioned with a ZEISS PALM system and collected onto AdhesiveCaps (ZEISS).

For metabolomics profiling, the metabolite-containing supernatant was processed and analyzed by Agilent 1290 ultra-high performance liquid chromatography (UPLC) system coupled to a qTOF mass spectrometer (TripleTOF 6600, AB SCIEX). Metabolites separation was performed on an ACQUITY UHPLC BEH Amide column (100 mm × 2.1 mm, 1.7 μm, Waters). A 2 μL supernatant of sample was injected and eluted with a 12 min gradient at a flow rate of 500 μL/min, 40 °C. The LC gradient program was as follows: 0–0.5 min, 95% solvent B (solvent A: 25 mM ammonium acetate and 25 mM ammonium hydroxide in water, solvent B: acetonitrile); 0.5–7 min, 95% to 65% solvent B; 7–8 min, 65% to 40% solvent B; 8–9 min, 40% solvent B; 9–9.1 min, 40–95% solvent B; 9.1–12 min, 95% solvent B. The full-scan mass spectra were acquired in the range of 60-1200 m/z with ESI source settings: temperature, 600 °C; curtain gas, 35 psi; nebulizer gas, 60 psi; heater gas, 60 psi; ion spray voltage, 5000 V for positive-mode detection and −4000 V for negative-mode detection.

For lipidomics profiling, the lipid-metabolite-containing supernatant was processed and analyzed by Agilent 1290 ultra-high performance liquid chromatography (UPLC) system coupled to a qTOF mass spectrometer (TripleTOF 6600, AB SCIEX). Lipid separation was performed on Kinetex-C18 column (100 mm × 2.1 mm, 1.7 μm, Phenomenex). A 2 μL supernatant of sample was injected and eluted with an 18 min gradient at a flow rate of 300 μL/min, 55 °C. The LC gradient program was as follows: 0–12 min, 40–100% solvent B (solvent A: acetonitrile-water (6:4, v/v) with 10 mM ammonium acetate, solvent B: acetonitrile-isopropanol (1:9, v/v) with 10 mM ammonium acetate); 12–14 min, 100% solvent B; 14–14.2 min, 100%-40% solvent B; 14.2–18 min, 40% solvent B. The full-scan mass spectra were acquired in the range of 200–2000 m/z with ESI source settings: temperature, 600 °C; curtain gas, 30 psi; nebulizer gas, 60 psi; heater gas, 60 psi; ion spray voltage, 5000 V for positive-mode detection and −4500V for negative-mode detection. MS raw files were converted by Proteo Wizard and analyzed with XCMS pipeline for peak detection and alignment. The identification of metabolites and lipids were accomplished by MetDNA v1.0 (http://metdna.zhulab.cn/)^62^ and Lipid4DAnalyzer v2.0 (http:// http://lipid4danalyzer.zhulab.cn/)^63^.

### RNA-seq and analyses

Kidney tissue from mice were harvested for RNA preparation. The complementary DNA (cDNA) libraries were prepared using the NEBNext TM Ultra Directional RNA Library Prep Kit, NEBNext Poly (A) mRNA Magnetic Isolation Module, NEBNext Multiplex Oligos according to the manufacturer’s instructions. The products were purified and enriched by PCR to create the final cDNA libraries and quantified by Agilent2200. The tagged cDNA libraries were pooled in equal ratio and used for 150 bp paired-end sequencing in a single lane of the Illumina HiSeqXTen. The raw sequencing data are evaluated by fastp (https://github.com/OpenGene/fastp) including quality distribution of nucleotides, position specific sequencing quality, GC content, the proportion of PCR duplication, kmer frequency etc. These evaluation metrics may help us understand the nature of data deeper before subsequent variant evaluation. Mapping of pair-end reads. Before read mapping, clean reads were obtained from the raw reads by removing the adapter sequences, reads with >5% ambiguous bases (noted as N) and low-quality reads containing more than 20 percent of bases with qualities of <20. The clean reads were then aligned to mouse genome (version: GRCm38 NCBI) using the HISAT2 v2.2.1 (http://daehwankimlab.github.io/hisat2/)^64^. HTseq was used to count gene counts^65^ and RPKM method was used to determine the gene expression. RUVSeq was utilized to eliminate unwanted variation from RNA-Seq data^66^. *P*-value and FDR analysis were subjected to the following criteria: i) Fold Change>1.5 or <0.667; ii) *P*-value < 0.05, FDR < 0.05.

### Proteomics profiling

Tissues were homogenized in RIPA buffer containing protease inhibitor and 100 mM PMSF. Protein lysates were processed by the FASP protocol as described^67^. Proteins were digested with trypsin (Promega) and the peptide solutions were further desalted on a MonoSpin C18 column (GL Sciences). For the proteome library, 80 ug peptides were fractionated using a high pH C18 reverse-phase spin column, the fractionated samples were dried and resuspended for LC-MS/MS measurement.

Sample analysis was performed on an EASY-nLC 1200 system (Thermo Fisher Scientific) coupled to an Orbitrap mass spectrometer (Q Exactive HF-X, Thermo Fisher Scientific). Peptides were loaded to an Acclaim PepMapTM 100 C18 trap column (75 μm × 2 cm, 3 μm, Thermo Fisher Scientific) at 2 µL/min with solvent A (0.1% formic acid in water) and eluted with a 120 min gradient on an Acclaim PepMapTM RSLC C18 analytical column (75 μm × 25 cm, 2 μm, Thermo Fisher Scientific) at a flow rate of 300 nL/min. The gradient elution program was as follows: 0–1 min, 1% to 8% solvent B (acetonitrile-water (8:2, v/v) with 0.1% formic acid); 1–98 min, 8% to 28% solvent B; 98–112 min, 28% to 36% solvent B; 112–116 min, 36%-100% solvent B; 116–120 min, 100% solvent B.

DDA MS parameters were set to: (1) MS: 350–1200 scan range (m/z); 60,000 resolution; 3e6 AGC target; 50 ms maximum injection time (MIT); The 20 most intense ions were fragmented by HCD; (2) HCD-MS/MS: 17 m/z isolation window; 15,000 resolution; 2e5 AGC target; 25 ms MIT; NCE: 28. DIA MS parameters were set to: (1) MS: 350–1200 scan range (m/z); 60,000 resolution; 3e6 AGC target; 50 ms MIT; (2) HCD-MS/MS: 17 m/z isolation window; 30,000 resolution; 5e5 AGC target; automatic MIT; 50 loop count; NCE: 28.

MS raw files were searched against the *Mus musculus* database (UniProt, 2022.01.11), then analyzed in DIA-NN v1.8 (https://github.com/vdemichev/DiaNN/releases/tag/1.8.1)^68^ with default parameters. Up to two missed cleavages were allowed. 1% false discovery rate (FDR) threshold was used in both protein and peptide identifications.

### Chromatin immunoprecipitation sequencing and analyses

Cells were cross-linked with 1% formaldehyde for 10 min at room temperature and quenched with 125 mmol/L glycine. The fragmented chromatin fragments were precleared and then immunoprecipitated with Protein AþG Magnetic beads coupled with anti-H3K36me3 (ab9050) and immunoglobulin G (Santa Cruz Biotechnology). Abcam anti-H3K36me3 antibody (ChIP Grade) is a rabbit polyclonal antibody raised against human and mouse H3K36me3 and is recommended for chromatin immunoprecipitation assay at dilution range 1:200 ~ 1:500^69,70^. After reverse cross-linking, chromatin immunoprecipitation (ChIP) and input DNA fragments were end-repaired and A-tailed using the NEBNext End Repair/dA-Tailing Module (E7442, NEB) followed by adapter ligation with the NEBNext Ultra Ligation Module (E7445, NEB). The DNA libraries were amplified for 15 cycles and sequenced using Illumina NextSeq 500 with single-end 1 × 75 as the sequencing mode. Raw reads were filtered to obtain high-quality clean reads by removing sequencing adapters, short reads (length <50 bp), and low-quality reads using Cutadapt (v1.9.1) and Trimmomatic (v0.35). Then FastQC is used to ensure high reads quality. The clean reads were mapped to the mouse genome (assembly GRCm38) using the Bowtie2 (v2.2.6) software. Peak detection was performed using the MACS (v2.1.1) peak finding algorithm with 0.01 set as the P value cutoff. Annotation of peak sites to gene features was performed using the ChIPseeker and showed in Supplementary Data 3.

### Pathway enrichment analysis

Metabolites with significant differences (VIP > 1) between two groups were used for KEGG enrichment analysis using MetDNA v1.0 (http://metdna.zhulab.cn/)^62^. The GO/KEGG enrichment analysis was executed using clusterProfiler package (version: v.4.5.0)^71^ through Hiplot Pro (https://hiplot.com.cn/), a comprehensive web service for biomedical data analysis and visualization. Gene expression data of mRNA and protein levels were used to obtain NES over the active GO/KEGG biological processes using GSEA software (v.4.1) (http://software.broadinstitute.org/gsea/index.jsp)^72^. GO/KEGG terms were plotted with NES values for mRNA and protein. GO gene sets belonging to Mus musculus used in this article were integrated from AmiGO database (http://amigo.geneontology.org/amigo/landing).

### MALDI imaging mass spectrometry (MALDI-IMS)

Fresh samples of human ccRCC and paired normal tissue used for MALDI-IMS were obtained during surgery at the Ruijin Hospital Affiliated to Shanghai Jiaotong University. All samples were collected with the informed consent of patients and in compliance with the strategy of the Ethics Committees of the Ruijin Hospital, Shanghai Jiaotong University School of Medicine. Our study is not sex- or gender-based, this information has not been collected in our research.

Fresh tissues were rapidly frozen in liquid nitrogen and then sectioned on ITO slides (Bruker Daltonics) with a Cryostat (Thermo Fisher Scientific) at −20 °C. 15 mg/mL DHB (2,5-dihydroxybenzoic acid) matrix solution was sprayed on the tissue surface via the HTX TM-Sprayer (TMSP-M3, HTX Technologies). The slides were imaged on a MALDI-TOF mass spectrometry (timsTOF flex, Bruker Daltonics). Imaging data were acquired in positive ion mode in the range of 300–1500 m/z at 50 μm spatial resolution with 400 laser shots per position. Mass spectra were visualized using SCiLS Lab software (Bruker Daltonics).

### Isolation of primary tubular epithelial cells (PTECs) and cell cultures

The isolation procedures and phenotype identification were performed as previously described^73^. PTECs were maintained in Dulbecco’s modified Eagle’s medium/F-12 GLUTMAX-1 containing 10% fetal bovine serum (FBS), 100 U/ml of penicillin and 100 μg/ml of streptomycin (all used for cell culturing are from Sigma-Aldrich, St. Louis, MO). All the cells were maintained at 37 °C under humidified air containing 5% CO_2_. Mycoplasma, bacteria, and fungi were tested as negative in these cultures.

### SETD2 knockout/inhibition and Sphingomyelin Assay

To investigate the role of SETD2 in sphingomyelins accumulation, lentivirus expressing Cre and SETD2-IN-1 (1 μM) were used to knockout *Setd2* gene and inhibit SETD2 function respectively in renal primary tubular epithelial cells (PTECs) from *Setd2*^*flox/flox*^ mice. Lentiviral packaging plasmids pCMV-DR8.8 and pMD2.G were co-transfected with the backbone plasmid into 293T cells for virus production. Cells were selected in 2.5 µg/mL puromycin in the culture medium or by fluorescence-activated cell sorting to generate the stable transfections. PTECs were then cultured and harvested for sphingomyelin assay. Sphingomyelin Quantification Colorimetric Assay Kit (ab287856) was used for measuring the levels of sphingomyelins in PTECs.

### Plasmids, transfection, and lentivirus

h-SETD2 methyltransferase mutant (c.4871C>G, p.S1624C^74^) plasmid was a kind gift from Guan Ning Lin (Shanghai Jiao Tong University, Shanghai, China). Human SETE2 cDNA was generated by polymerase chain reaction. The cDNAs of p.S1624C SETD2 and wild-type SETD2 was cloned into pCMV6-Entry vector with HA-tag. ShRNA sequences for SPTLC2 and scramble shRNA were cloned into lentiviral vector pLKO.1-GFP-puro (sh-SPTLC2#1: CTTCGAGATTTCTTGAGGTAT; sh-SPTLC2#2 GCTCATACCAAAGAAATACTT). For transfection, cells were transfected with the jetPRIME transfection reagent (Polyplus) according to the manufacturer’s instruction. All the constructs generated were confirmed by DNA sequencing. Lentiviral packaging plasmids pCMV-DR8.8 and pMD2.G were co-transfected with the backbone plasmid into 293 T cells for virus production. Cells were selected in 2 µg/mL puromycin in the culture medium to generate the stable transfections.

### In vitro proliferation assays

CAKI-1 cell line were obtained from the American Type Culture Collection (ATCC) and were confirmed by specific indices. CAKI-1 cells were cultured in RPMI-1640 supplemented with 10% FBS (Thermo), 100 U/mL penicillin, and 0.1 mg/mL streptomycin (Thermo) at 37 °C in humidified 5% CO2 atmosphere. sh-SPTLC2#1 and control CAKI-1 cells were plated in 96-well plates and examined at 24, 48 and 72 h after plating (*n* = 3). Cells were incubated with CellTiter 96 AQueous (MTS) solution for 2 h. The absorbance at 490 nm was then measured using a microplate reader (BioTek).”

### In vivo xenograft assay

Cell suspensions (1 × 10^6^ cells) of sh-SPTLC2#1 and control CAKI-1 cells, in a total volume of 100 μL mixed with matrigel in a 1:1 ratio, were injected subcutaneously into the right flanks of five 4-week-old male BALB/C nude mice (SLAC, Shanghai) respectively. Tumor volume was calculated with the following formula: volume = 4/3 × π × tumor length/2 × tumor width/2^2^. Tumors were collected and photographed 20 days after inoculation. All mice were maintained in a specific-pathogen-free (SPF) facility and were housed at a temperature of 25 °C in a humidity-controlled environment with free access to food and water in a 12 h light/dark cycle. Diets for all animal experiments were purchased from SLACOM (Catalogue number: P1101F-25). All animal experiments were carried out following the ethical regulations of the Institutional Animal Care and Use Committee of Shanghai Jiao Tong University. The maximal tumor size of 1500 mm^3^ was permitted by the Animal Care Committee. In our study, the maximal tumor size was not exceeded.

### Quantification and statistical analysis

Statistical evaluation was conducted using Student’s *t* test. Multiple comparisons were analyzed first by one-way analysis of variance. The Pearson correlation was used to analyze the strength of the association between expression levels of SETD2 and its related proteins in patient samples. A significant difference was defined as *P* < 0.05.

### Statistical analysis

Differences between two groups were assessed using two-tailed unpaired Student’s *t* tests. Multiple comparisons were analyzed first by one-way analysis of variance. The Pearson correlation was used to analyze the strength of the association between expression levels of SETD2 and its related genes in patient samples. A significant difference was defined as *P* < 0.05. GraphPad Prism v8.4.2.679 was used for all statistical analyses.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

### Source data

Source Data

## Data Availability

The gene expression data for renal clear cell carcinoma (KIRC) was downloaded from The Cancer Genome Atlas database (TCGA, https://www.genome.gov/Funded-Programs-Projects/Cancer-Genome-Atlas), which were processed by Broad Institute’s TCGA workgroup. The RNA-seq level 3 gene expression data contain log2- or log10-transformed RNA-seq by expectation maximization (RSEM) values summarized at gene level. The proteomic signature for renal clear cell carcinoma was downloaded from The Clinical Proteomic Tumor Analysis Consortium database (CPTAC, Study ID: PDC000127). Our study is not sex- or gender-based, this information has not been collected in our research. Transcriptomics (RNA-seq) and ChIP-seq raw data have been deposited in the Gene Expression Omnibus (GEO) under accession number GEO: GSE221136 and GSE125528. Proteomics raw data have been deposited in the ProteomeXchange Consortium via the PRIDE^75^ partner repository with dataset identifier PXD038966. Proteomics raw files were searched against the *Mus musculus* database (UniProt, https://www.uniprot.org/, 2022.01.11). Raw metabolomics and lipidomics data are included in Supplementary Data 1 and Supplementary Data 2 and are available at https://github.com/Rao-HY/Omics-data-of-SETD2-Deficient-Cell-Renal-Cell-Carcinoma. The spectrum of lipids was categorized via the ClassyFire classification database (http://classyfire.wishartlab.com). Source data are provided with this paper. GraphPad Prism software v8.4.2.679 was utilized to visualize the data in the form of dot, pie, or bar charts. Adobe Illustrator software was utilized to display metabolic and cartoon schemas. Heatmaps were constructed using TBtools (version 1.0986; https://github.com/CJ-Chen/TBtools/releases)^76^. Source data are provided with this paper.

## Code availability

The processing and visualization of data in our manuscript were executed through online bioinformatics platforms as well as stand-alone software applications as described in our manuscript. Codes for data analysis are available at https://github.com/Rao-HY/Omics-data-of-SETD2-Deficient-Cell-Renal-Cell-Carcinoma. 10.5281/zenodo.8416204.

# Supplementary material for: SETD2 deficiency accelerates sphingomyelin accumulation and promotes the development of renal cancer
**Source:** Nat Commun. 2023 Nov 21;14:7572. doi: 10.1038/s41467-023-43378-w
**Supplement:** Supplementary file 1 — Supplementary Information

SETD2 Deficiency Accelerates Sphingomyelin Accumulation and Promotes the Development of Renal Cancer

Supplementary Figures

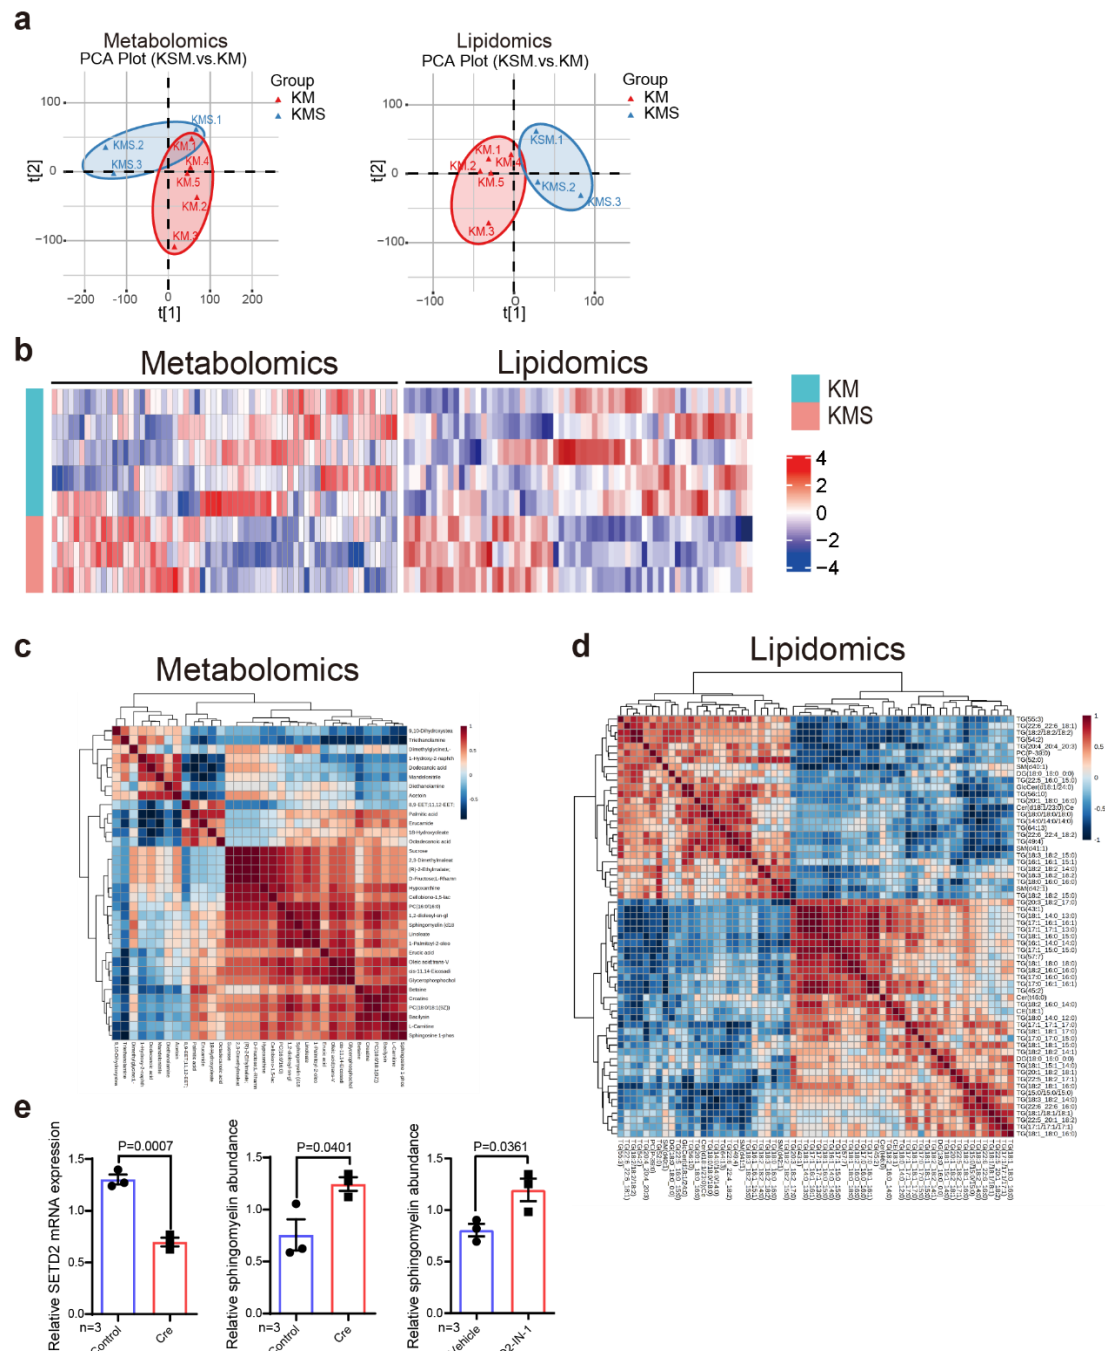

Supplementary Fig. 1. Metabolomics and lipidomics analyses of SETD2 deficient ccRCC. **a** Principal component analysis for the detected metabolites and lipids in kidneys from KM and KMS mice. **b** Heat map of the altered metabolites and lipids between KM (n=5) and KMS (n=3) mice. Pearson correlations of metabolomics (**c**) and lipidomics (**d**) data between kidneys from KM and KMS mice. **e** Relative sphingomyelin abundances in renal tubular epithelial cells after SETD2 knockout and SETD2-IN-1 treatment. Statistical

comparisons were made using a two-tailed Student t test. Data are represented as mean $\pm$ SEM. Source data are provided as a Source Data file.

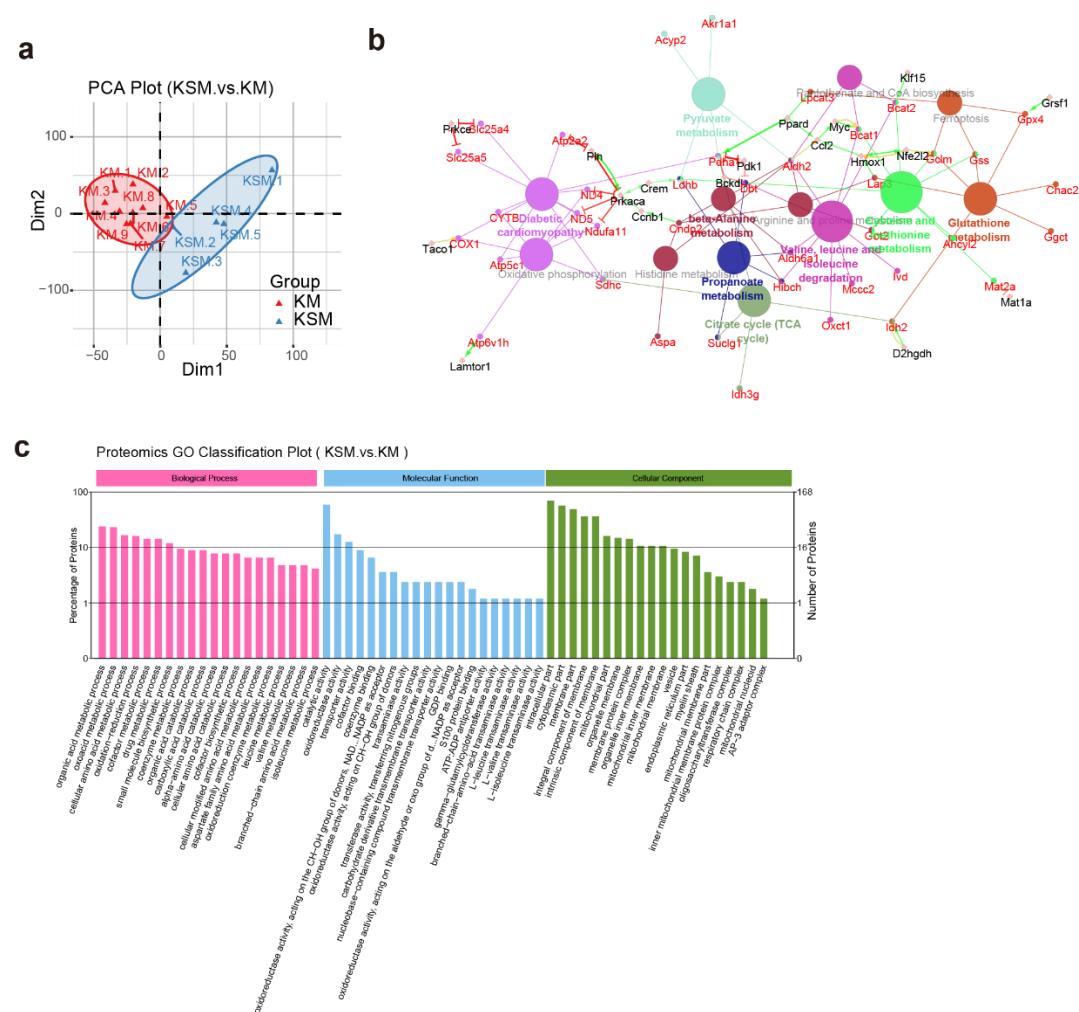

Supplementary Fig. 2. Proteomics analysis of SETD2 deficient ccRCC. a Principal component analysis for the detected proteins in kidneys from KM and KMS mice. **b** The PPI network diagram depicting the interaction of the metabolic pathways. **c** Gene Ontology (GO) classification of differential proteins in KMS kidneys compared to KM kidneys. Source data are provided as a Source Data file.

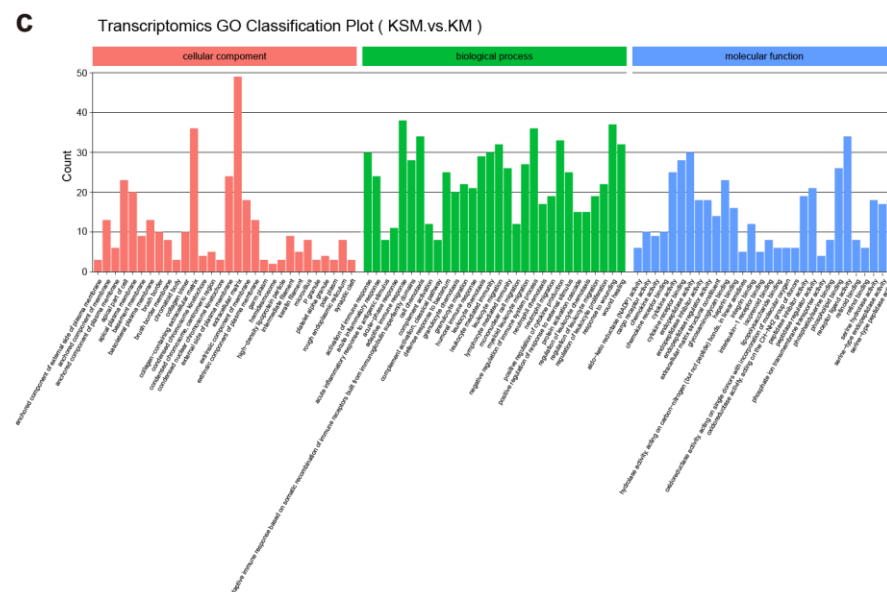

Supplementary Fig. 3. Uncoupling of mRNA and protein expressions in SETD2 deficient ccRCC. a Scatterplots depicting the expressions of protein (x axis) and mRNA (y axis). Linear regression of all mRNA-protein pairs (red line) is shown. **b** Overlap of differential proteins (proteome) and differential genes (transcriptome) between KMS and KM kidneys. **c** Gene Ontology (GO) classification of differential genes between KMS and KM kidneys. Source data are provided as a Source Data file.

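Panel a sets a log2 fold change of each protein beside that of its mRNA. In the copy of its source data used here, which holds the first 1998 of 4286 rows, the mRNA value equals the log2 fold change of the authors' deposited table within 0.01 in 1998 of 1998 rows. In the authors' deposited table a positive value stands for a gene lower in KMS than in KM, as its values equal the KMS over KM log2 fold change of DESeq2 with the sign reversed for all 21010 genes within 0.01. The protein value equals log2 of the KMS over KM fold change of Supplementary Data 4 within 0.01 for all 49 proteins found in both. A gene whose mRNA and protein are both higher in KMS therefore has values of opposite sign in that table. No regression or test was run on the partial copy. Panel b counts the names shared by the differential genes and the differential proteins, and panel c groups the differential genes by Gene Ontology term.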

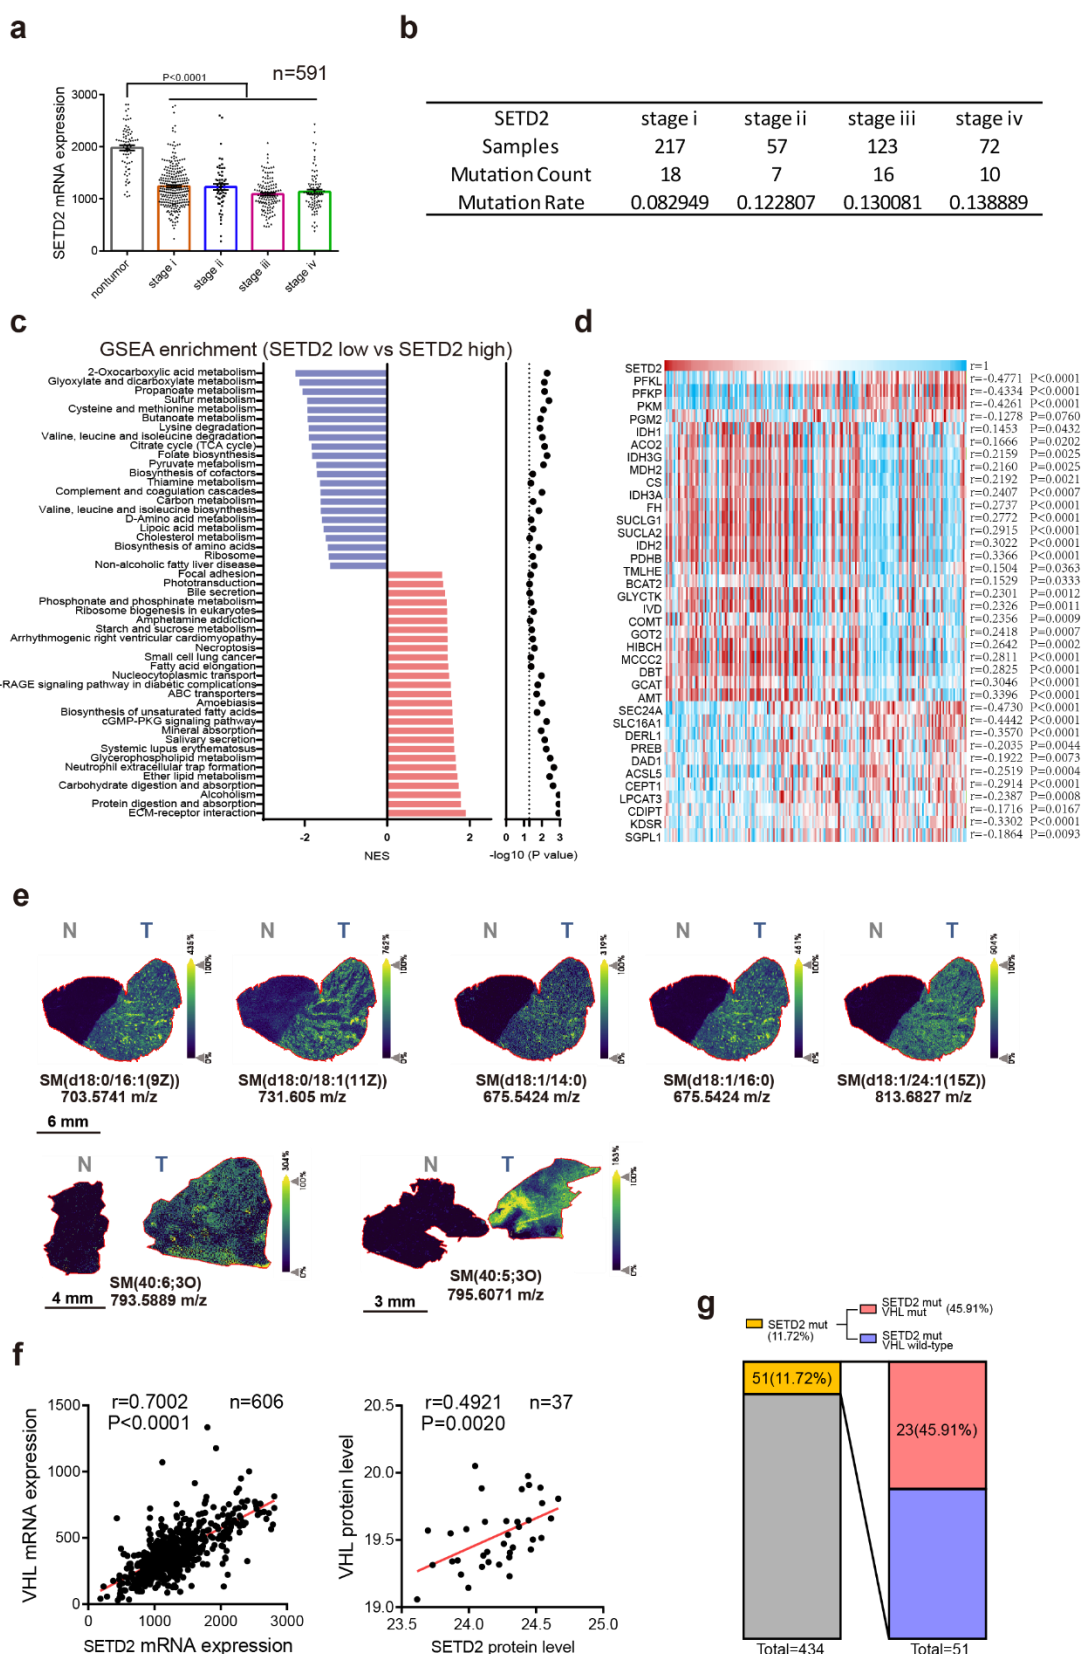

Supplementary Fig. 4. SETD2 deficiency is highly relevant to metabolism in ccRCC.

a Expression levels of SETD2 in ccRCC stages. **b** Mutation rates of SETD2 in ccRCC stages. **c** GSEA classification of differential proteins in human SETD2-low ccRCC samples compared to ETD2-high ccRCC samples. **d** The correlation of key protein abundances and

protein level of SETD2 in human ccRCC. **e** Representative MALDI-IMS images of paired ccRCC tissue. **f** Correlations between the mRNA and protein levels of SETD2 and VHL in ccRCC samples. **g** Half SETD2-mut ccRCC samples were harboring VHL mutation. Statistical comparisons were made using a two-tailed Student t test. Data are represented as mean $\pm$ SEM. The Pearson correlation was used to analyze the strength of the association between expression levels of SETD2 and its related genes in patient samples. Source data are provided as a Source Data file.

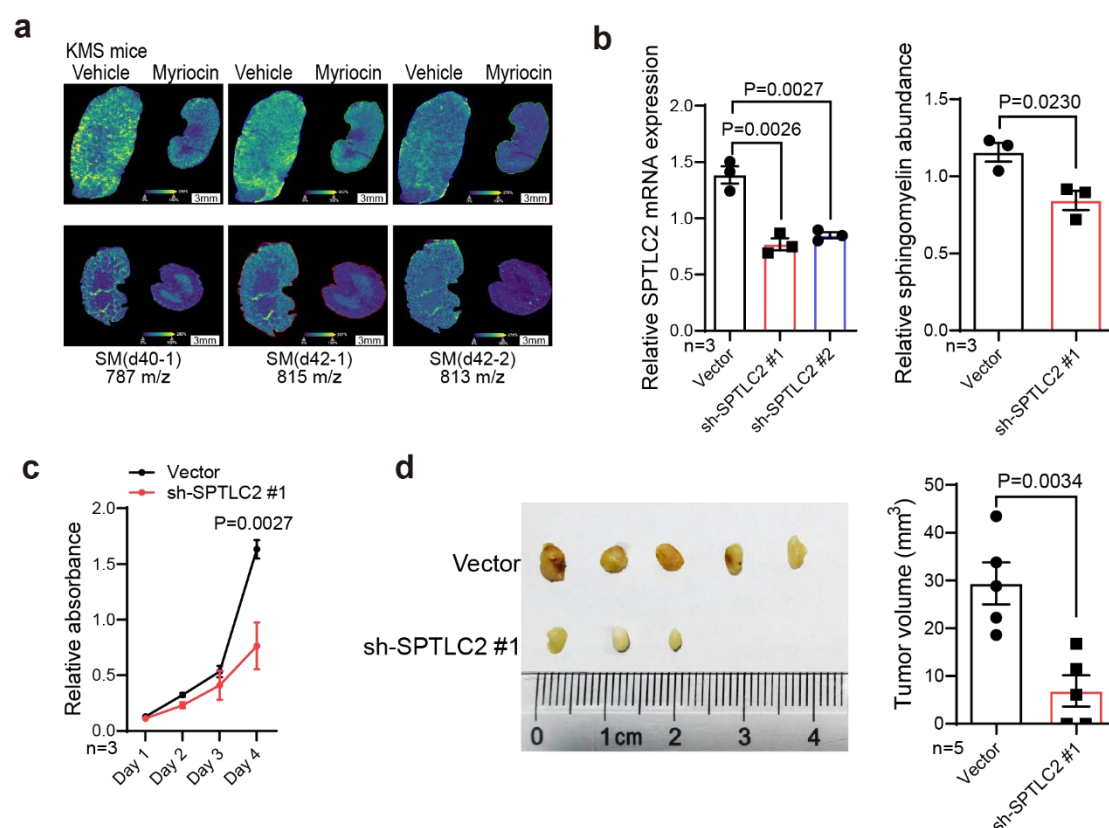

Supplementary Fig. 5. Inhibition of sphingomyelin biosynthesis attenuate cell proliferation. **a** Representative MALDI-IMS images of kidneys from KMS mice. **b** Relative mRNA level of SPTLC2 and sphingomyelin abundances after SPTLC2 knockdown in CAKI-1 cells. **c** Cell proliferation abilities after SPTLC2 knockdown were compared with their vector control cells. **d** Xenograft tumor assays using CAKI-1 cells stably transfected by SPTLC2 knockdown lentiviruses. Statistical comparisons were made using a two-tailed Student t test. Data are represented as mean $\pm$ SEM. Source data are provided as a Source Data file.

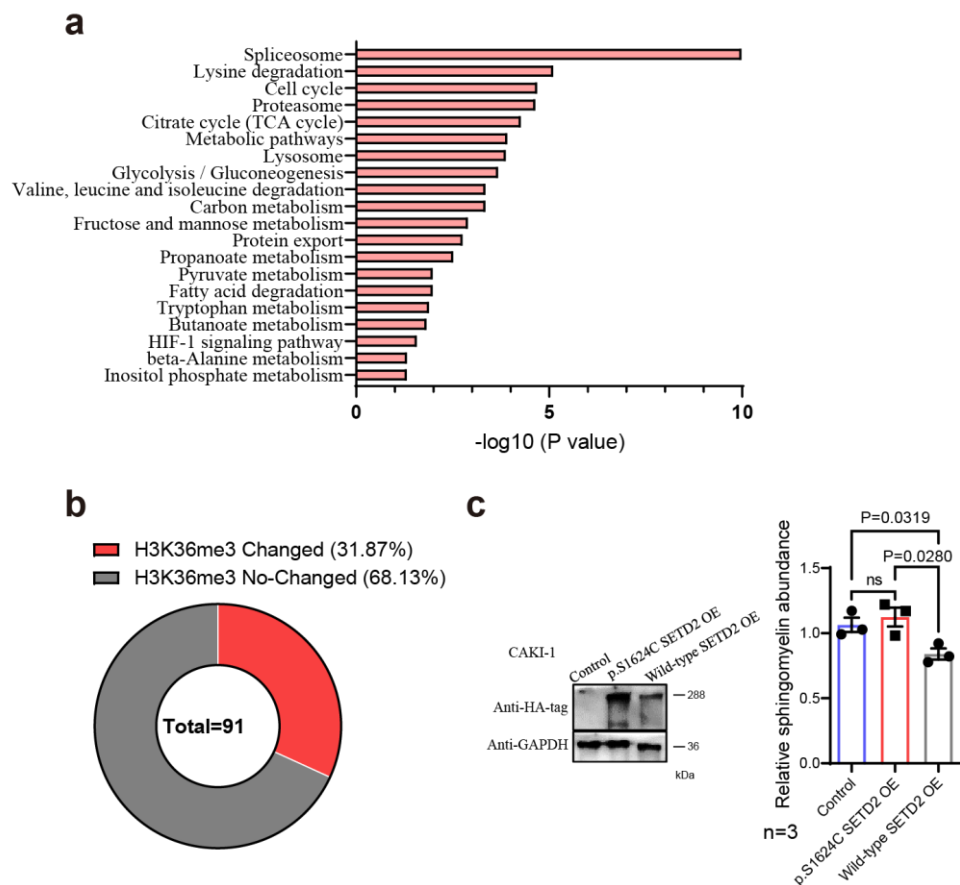

Supplementary Fig. 6. Methyltransferase activity is important for SETD2 to regulate metabolic processes. **a** KEGG enrichment of H3K36me3 modified genes. **b** 29 of 91 altered metabolic proteins described in Fig. 4b displayed changes in H3K36me3 modifications on their gene bodies. **c** Relative sphingomyelin abundances in CAKI-1 cells after p.S1624C SETD2 and wild-type SETD2 overexpression. Statistical comparisons were made using a two-tailed Student t test. Data are represented as mean $\pm$ SEM. Source data are provided as a Source Data file.

58 **Supplementary Data**

59 **Supplementary Data 1.** Raw mass spectrometry data of metabolomics from KMS
60 and KM kidneys.

61 **Supplementary Data 2.** Raw mass spectrometry data of lipidomics from KMS and
62 KM kidneys.

63 **Supplementary Data 3.** DNA sites that are modified by HEK36me3.

64 **Supplementary Data 4.** Different-expressed metabolic proteins with altered
65 H3K36me3 modification.

66 **Source Data**

67 **Source Data for the Supplementary Figures**

# Supplementary material for: SETD2 deficiency accelerates sphingomyelin accumulation and promotes the development of renal cancer
**Source:** Nat Commun. 2023 Nov 21;14:7572. doi: 10.1038/s41467-023-43378-w
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Supplementary Data 1. Raw mass spectrometry data of metabolomics from KMS and KM kidneys.

Supplementary Data 2. Raw mass spectrometry data of lipidomics from KMS and KM kidneys.

Supplementary Data 3. DNA sites that are modified by HEK36me3.

Supplementary Data 4. Different-expressed metabolic proteins with altered H3K36me3 modification.

# Supplementary material for: SETD2 deficiency accelerates sphingomyelin accumulation and promotes the development of renal cancer
**Source:** Nat Commun. 2023 Nov 21;14:7572. doi: 10.1038/s41467-023-43378-w
**Supplement:** Supplementary file 7 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☐ ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

The identification of metabolites and lipids were accomplished by MetDNA v1.0 (<http://metdna.zhulab.cn/>) and Lipid4DAnalyzer v2.0 (<http://lipid4danalyzer.zhulab.cn/>). The spectrum of lipids was categorized via the ClassyFire classification system (<http://classyfire.wishartlab.com>). The sequencing reads were mapped to the mouse genome (assembly GRCm38) using the HISAT2 software v2.2.1 (<http://daehwankimlab.github.io/hisat2/>). Proteomics raw files were searched against the Mus musculus database (UniProt, <https://www.uniprot.org/>, 2022.01.11), then analyzed in DIA-NN v1.8 (<https://github.com/vdemichev/DiaNN/>) with default parameters.

Data analysis

The processing and visualization of data in our manuscript were executed through online bioinformatics platforms as well as stand-alone software applications as described in our manuscript. KEGG enrichment analysis for metabolites was accomplished by MetaboAnalyst v.4.0 (<http://www.metaboanalyst.ca/>). The gene GO/KEGG enrichment analysis was executed using clusterProfiler package v.4.5.0 through Hiplot Pro (<https://hiplot.com.cn/>). GSEA software v.4.1 (<http://software.broadinstitute.org/gsea/index.jsp>) was used to obtain NE score (NES). GO gene sets belonging to Mus musculus used in this article were integrated from AmiGO database (<http://amigo.geneontology.org/amigo/landing>). Graphpad Prism software v8.4.2.679 was utilized to visualize the data in the form of dot, pie, or bar charts. Adobe Illustrator software was utilized to display metabolic and cartoon schemas. Heatmaps were constructed using TBtools (version 1.0986; <https://github.com/CJ-Chen/TBtools/releases>). Codes for data analysis are available at <https://github.com/Rao-HY/Omics-data-of-SETD2-Deficient-Cell-Renal-Cell-Carcinoma>. DOI: 10.5281/zenodo.8416204.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The gene expression data for renal clear cell carcinoma (KIRC) was downloaded from The Cancer Genome Atlas database (TCGA, <https://www.genome.gov/Funded-Programs-Projects/Cancer-Genome-Atlas>), which were processed by Broad Institute's TCGA workgroup. The RNA-seq level 3 gene expression data contain log2- or log10-transformed RNA-seq by expectation maximization (RSEM) values summarized at gene level. The proteomic signature for renal clear cell carcinoma was downloaded from The Clinical Proteomic Tumor Analysis Consortium database (CPTAC, Study ID: PDC000127, <https://proteomic.datacommons.cancer.gov/pdc/study/PDC000127>). Our study is not sex- or gender-based, this information has not been collected in our research.

The datasets involved in the current study are available from the corresponding author on reasonable request. Transcriptomics (RNA-seq) and ChIP-seq raw data have been deposited in the Gene Expression Omnibus (GEO) under accession number GEO: GSE221136 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE221136>) and GSE125528 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE125528>). Proteomics raw data have been deposited in the ProteomeXchange Consortium via the PRIDE partner repository with dataset identifier PXD038966 (<https://proteomecentral.proteomexchange.org/cgi/GetDataset?ID=PX038966>; Username: ; Password: SScWMID2). Proteomics raw files were searched against the Mus musculus database (UniProt, <https://www.uniprot.org/>, 2022.01.11). Raw metabolomics and lipidomics data are included in Supplementary Table 1 and Supplementary Table 2 and are available at <https://github.com/Rao-HY/Omics-data-of-SETD2-Deficient-Cell-Renal-Cell-Carcinoma>. The spectrum of lipids was categorized via the ClassyFire classification database (<http://classyfire.wishartlab.com>). Source data are provided with this paper.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender	Our study is not sex- or gender-based, this information has not been collected in our research.
Reporting on race, ethnicity, or other socially relevant groupings	Our study do not involve race, ethnicity, or other socially relevant groupings.
Population characteristics	Samples used in our study were obtained from Chinese ccRCC patients. Our study do not involve age, genotypic information, past and current diagnosis and treatment categories.
Recruitment	Fresh samples of human ccRCC and paired normal tissue were obtained during surgery at the Ruijin Hospital Affiliated to Shanghai Jiaotong University. In this paper, patients were randomly recruited without self-selection bias.
Ethics oversight	All samples were collected with the informed consent of patients and in compliance with the strategy of the Ethics Committees of the Ruijin Hospital, Shanghai Jiaotong University School of Medicine.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	In our study, we ensure statistical validity by maintaining a minimum sample size of at least three in each group, no sample size calculation was performed. Five KM mice and five KMS mice were used for mouse phenotype study. Kidney cysts from five KM mice and neoplastic masses from three KMS mice were isolated for metabolomic and lipidomic analyses. Kidney cysts from five KM mice and neoplastic masses from five KMS mice were isolated for mRNA-seq analyses. Kidney cysts from nine KM mice and neoplastic masses from five KMS mice were isolated for proteomic analysis. When conducting clinical data analysis, we prioritize selecting databases with larger sample sizes to derive more comprehensive and generalized conclusions.
Data exclusions	No data were excluded from the analyses.
Replication	In the mouse phenotype study, we performed at least three replicates to ensure the reliability of the results. In multi-omics studies involving mouse experiments, at least three samples per group were tested to ensure statistical validity and no replications were performed. For clinical data analysis, we analysed data from multiple sources and ultimately chose the database with the larger sample size.
Randomization	Mouse samples were allocated according to their genotype. Human samples were allocated according to tumor or normal tissue.

Blinding

Investigators were blinded to group allocation.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☐	☒ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

Primary antibody against SETD2 (LS-C332416) was purchased from LifeSpan Biosciences. Primary antibody against CA9 (NB100-417) was purchased from Novus Biologic. Primary antibody against H3K36me3 (ab9050) was purchased from abcam. Anti-rabbit IgG HRP-linked antibody (#7074) and anti-rabbit IgG antibody (Alexa Fluor® 488 Conjugate) (#4412) were purchased from Cell Signaling Technology.

Validation

LS-Bio anti-SETD2 Antibody is a rabbit polyclonal antibody raised against human and mouse SETD2 and is recommended for detection of SETD2 by immunofluorescence at dilution range 1:50~1:200. (Li, Xue-Jing et al. Hepatology, 2021; Xu, Lichao et al. Science advances, 2021)

NB anti-CA9 Antibody is a rabbit polyclonal antibody raised against human and mouse CA9 and is recommended for detection of CA9 by immunohistochemistry at dilution range 1:200~1:500 and immunofluorescence at dilution range 1:200~1:500. (Becker, Lisa M et al. Cell reports, 2020; Chen, Shiyu et al. Science advances, 2020)

Abcam anti-H3K36me3 antibody (ChIP Grade) is a rabbit polyclonal antibody raised against human and mouse H3K36me3 and is recommended for chromatin immunoprecipitation assay at dilution range 1:200~1:500. (Stewart-Morgan, Kathleen R et al. Nature cell biology, 2023; Barral, Amandine et al. Molecular cell, 2022)

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

CAKI-1 cell line were obtained from the American Type Culture Collection (ATCC) and were confirmed by specific indices.

Authentication

CAKI-1 is an epithelial cell line with SETD2 loss and VHL WT. In our study, we authenticated CAKI-1 cell line by morphological assays, as well as SETD2 and VHL expression assays.

Mycoplasma contamination

All cell lines tested negative for mycoplasma.

Commonly misidentified lines
(See [ICLAC](#) register)

Our research do not involve misidentified cell lines.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

Twenty-week-old male and female C57BL/6 mice were used for phenotyping and multi-omics analyses. Ten-week-old male and female C57BL/6 mice were treated with myriocin and vehicle control. Four-week-old male BALB/C nude mice were used for xenograft assay. All mice were maintained in a specific-pathogen-free (SPF) facility and were housed at a temperature of 25 °C in a humidity-controlled environment with free access to food and water in a 12h light/dark cycle.

Wild animals

The study did not involve wild animals.

Reporting on sex

Our study is not sex- or gender-based, this information has not been collected in our research.

Field-collected samples

The study did not involve samples collected from the field.

Ethics oversight

All mice were maintained in a specific-pathogen-free (SPF) facility and all experimental procedures were approved by the institutional

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks	NA
Novel plant genotypes	NA
Authentication	NA

ChIP-seq

Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links<br><i>May remain private before publication.</i>	ChIP-seq raw data has been deposited in the Gene Expression Omnibus (GEO) under accession number GSE125528 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE125528).
Files in database submission	annoTable_S17vsINPUT_S19_peaks.xls<br>annoTable_S16vsINPUT_S18_peaks.xls<br>S17vsINPUT_S19_peaks.loc.xls<br>S16vsINPUT_S18_peaks.loc.xls<br>H3K36me3_ChIPSeq_SETD2_KO.bai (S17)<br>H3K36me3_ChIPSeq_SETD2_KO_INPUT.bai (INPUT_S19)<br>H3K36me3_ChIPSeq_WT.bai (S16)<br>H3K36me3_ChIPSeq_WT_INPUT.bai (INPUT_S18)
Genome browser session<br>(e.g. UCSC)	No longer applicable.

Methodology

Replicates	Kidney cysts from one KM mice and neoplastic masses from one KMS mice were isolated for ChIP-seq analysis, no replications were performed.
Sequencing depth	Total number of reads<br>H3K36me3_ChIPSeq_SETD2_KO: 61797188<br>H3K36me3_ChIPSeq_SETD2_KO_INPUT: 78517221<br>H3K36me3_ChIPSeq_WT_KO: 65177391<br>H3K36me3_ChIPSeq_WT_KO_INPUT: 65302994<br>Uniquely mapped reads<br>H3K36me3_ChIPSeq_SETD2_KO: 42330109<br>H3K36me3_ChIPSeq_SETD2_KO_INPUT: 58018078<br>H3K36me3_ChIPSeq_WT_KO: 42435082<br>H3K36me3_ChIPSeq_WT_KO_INPUT: 48924344<br>Length of reads: 75<br>Single or paired-end: single
Antibodies	Primary antibody against H3K36me3 (ab9050) was purchased from abcam. Abcam anti-H3K36me3 antibody (ChIP Grade) is a rabbit polyclonal antibody raised against human and mouse H3K36me3 and is recommended for chromatin immunoprecipitation assay at dilution range 1:200~1:500. (Stewart-Morgan, Kathleen R et al. Nature cell biology, 2023; Barral, Amandine et al. Molecular cell, 2022)
Peak calling parameters	Raw reads were filtered to obtain high-quality clean reads by removing sequencing adapters, short reads (length <50bp) and low quality reads. The clean reads were mapped to the mouse genome (assembly GRCm38). Peak detection was performed with 0.01 set as the p-value cutoff.
Data quality	Cells were cross-linked with 1% formaldehyde for 10 minutes at room temperature and quenched with 125 mmol/L glycine. The fragmented chromatin fragments were precleared and then immunoprecipitated with Protein A/G Magnetic beads coupled with anti-H3K36me3 (ab9050) and immunoglobulin G (Santa Cruz Biotechnology). After reverse cross-linking, chromatin immunoprecipitation (ChIP) and input DNA fragments were end-repaired and A-tailed using the NEBNext End Repair/dA-Tailing Module (E7442, NEB) followed by adaptor ligation with the NEBNext Ultra Ligation Module (E7445, NEB). The DNA libraries were amplified for 15 cycles and sequenced using Illumina NextSeq 500 with single-end 1x75 as the sequencing mode. Raw reads were filtered to obtain high-quality clean reads by removing sequencing adapters, short reads (length < 50 bp), and low-quality reads using Cutadapt (v1.9.1) and Trimmomatic (v0.35). Then FastQC is used to ensure high reads quality. The clean reads were mapped to the mouse genome (assembly GRCm38) using the Bowtie2 (v2.2.6) software. Peak detection was performed using the MACS (v2.1.1) peak finding algorithm with 0.01 set as the P value cutoff. Annotation of peak sites to gene features was performed using the

Software

ChIPseeker R package. A total of 2,723 and 12,199 H3K36me3 peaks were identified in Setd2-KO PTECs and control PTECs at FDR 5% and 5-fold enrichment, respectively.

Cutadapt (v1.9.1)(Anthony M et al., Bioinformatics 2014) and Trimmomatic (v0.35) (Martin M et al., EMBnet.J 2011) were used to remove sequencing adapters, short reads (length <50 bp) and low quality reads. Then FastQC (Andrews S et. al., FastQC 2010) was used to ensure high reads quality. Bowtie2 (v2.2.6) (Langmead B et. al., Nature Methods 2012) software was used to map clean reads to the mouse genome (assembly GRCm38). Peak detection was performed using the MACS (v2.1.1) (Zhang et al., Genome Biol 2008) peak finding algorithm with 0.01 set as the p-value cutoff. Annotation of peak sites to gene features was performed using the ChIPseeker R package (Guangchuang Yu et al., Journal of the Royal Statistical Society Series 1995).

How the deposited data were processed for this re-analysis (not part of the article)

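RNA from 5 KM and 5 KMS mice, 20 weeks old, was sequenced, with 1 library per mouse; its source is kidney tissue in the methods, cysts and neoplastic masses in the Reporting Summary and tubular epithelial cells in the sample labels. According to the methods, the authors made directional libraries from polyadenylated RNA, sequenced 150-base read pairs, removed adapters and low-quality reads, aligned the clean reads to GRCm38 (NCBI) with HISAT2 2.2.1 and counted them per gene with HTSeq, whose version and strand setting are not given in the sources used here. The counts as deposited by the authors are whole numbers per gene and library, not normalized and not pooled. The log2 fold changes deposited by the authors equal those of DESeq2 on these counts with the sign reversed, for 21010 of 21010 genes within 0.01. The p-values deposited by the authors differ from those of DESeq2 by at most 0.0053 in log10 of the p-value where DESeq2 gives one, and 538 genes listed by the authors with a p-value of 1 are the 538 genes for which DESeq2 gives NA. The methods also name RPKM values and RUVSeq, and the submitters' processing notes name FastQC, HISAT2, StringTie, Trimmomatic 0.35, cutadapt 1.9.1 and MACS2 2.1.1 with the builds GRCm38 and mm10, without a role or an order. Whether counts of Rpl29 and its copies, or of other near-identical genes, share reads depends on that alignment and counting.

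Libraries were grouped by the genotype in the sample labels and in the paper. All 10 columns of counts were mapped to a library, and 0 were left unmapped. Sex is not labelled, and no library was left out of the comparison as first run. Total counts ranged from 10873993 to 14564152 in KM and from 16925118 to 25029639 in KMS, so genes of low level are counted less precisely in KM.

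The comparison of KMS with KM was computed in R 4.3.3 with edgeR 4.0.16, using TMM factors, the filter of filterByExpr with the groups and the quasi-likelihood test without covariates, with Benjamini-Hochberg adjustment. A gene was called at an FDR under 0.05 and a fold change above 1.5 or below 0.667. CPM values use the TMM factors, and log2 CPM uses a prior count of 3. The common dispersion was 0.248. Gene positions are those of the NCBI gene table of GRCm38.p6, with which 90.9% of the tested symbols could be paired.

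Genes named in the text were chosen by a rule in 3 parts. It takes up to 12 called genes in each direction with the most extreme log2 fold change, among genes with a mean log2 CPM of at least 1 and no overlap between the groups. It takes Setd2, Myc, Cdh16, Car9, Vhl and the genes whose proteins the paper names in its paragraphs on Fig. 4 and Fig. 5b. In each gene list it takes up to 4 called members of lowest adjusted p or, where none is called, the 2 members with the highest mean log2 CPM. Genes named outside this rule are said to be so, and some genes under the rule are not reported here. The list written for the second part left out 18 tested genes of the paragraph on Fig. 4, among them Bcat1 and Pck1, which were added after their values had been seen. The first part of the paper's count table behind Fig. 3b had been seen when the rule and the gene lists were written. Parts of the paper's supplementary GO table of differential genes, which names genes the study called, had been seen when the gene lists were written.

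The 47 gene lists and 679 Reactome pathways with 15 to 300 tested members, taken from the fgsea 1.28.0 package, were tested with camera of limma 3.58.1 with a preset correlation of 0.01 and adjusted over the lists or over the pathways. Camera with an estimated correlation and fry were run beside it. Pearson's r and Spearman's rho between mRNA and protein log2 fold changes of 90 metabolic proteins were tested by permutation with 100000 resamples, with the protein values taken from Supplementary Data 4. The tables behind Supplementary Fig. 3a were held only in part and were used for no test. Matches to Rpl29 were found with BLAST+ 2.17.0 among GENCODE vM21 transcripts at an identity of at least 90% over at least 300 bases. Python 3.11.15 and matplotlib 3.10.9 drew the plots.

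The alternatives were other normalizations (RLE, upper quartile), other tools (DESeq2 1.42.0, limma-voom with and without sample quality weights, edgeR's likelihood ratio test and robust fit), other filters on low counts, no fold change threshold, RUVg with 1 or 2 factors and RUVr with 1 factor, the replicate number as a block, the level of the Y-linked genes as a covariate, and each library left out in turn. Control genes of the RUVg fits were all but the 5000 genes of lowest p in a first fit, and RUVr used the residuals of all tested genes; both were computed as in RUVSeq but without that package. Thinning all libraries to a total of 10873993, DESeq2 and the likelihood ratio test without KMS replicate 5, the authors' p-values over the genes kept here and a block by the replicate numbers of the source data of Fig. 3b, which differ from those of the labels, were added after the data had been seen.

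The procedure was tested on simulated counts of 15728 genes for KMS against KM with known changes. The quasi-likelihood test recovered 4% of genes changed by a factor of 2, 60.4% at a factor of 4, 87.5% at 8 and 91.1% at 16, and 4.2% of its calls were false. For the likelihood ratio test these shares were 6%, 79.2%, 95.8% and 97.8%, with 18.1% of calls false. For DESeq2 they were 8%, 76%, 96% and 94%, with 23.5% of calls false. The edgeR shares are of changed genes kept by the filter and the DESeq2 shares of all of them, so they do not rank the tests. At a factor of 16 the likelihood ratio test recovered 44 of 45 and DESeq2 47 of 50. Simulated genes were independent and drawn with edgeR's own dispersions, so these rates need not hold for the real libraries. A list shifted by 1 on the log2 scale was recovered with a camera FDR of 2.13e-31 (2.01e-05 with an estimated correlation), and 0 other lists passed. That 0 does not carry over to the real libraries, where splits other than the real one put a median of 15 lists past the threshold. The estimated correlation between genes of the real lists was 0.801 for oxidative phosphorylation and 0.596 for cell division. The simulation therefore does not show that camera's preset correlation suits these lists.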

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

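The test of the TMM factor without the most abundant genes, the test of sex, that of unscaled counts of urothelial genes, and the sums over copies of Rpl29 without KMS replicate 5 and on the log scale, were chosen only after the results were seen, the urothelial lists were written after Krt5 had been seen and their genes lie outside the rule for named genes, and the bound for the segment around Setd2 was tightened after its value was seen. Of 250 groups of 5 libraries checked for a library far from the others, 21 held one, where chance gives about 12.

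KMS replicate 5 lay far below the other KMS libraries in its TMM factor, 0.642 against 0.938 for the nearest, and in its mean Spearman correlation, 0.851 against 0.914. It lay far above them in the level of oxidative phosphorylation genes, 9.66 against 8.29 mean log2 CPM, and in the CPM of Tecr (489 against 260), Pfkl (164 against 82.4), Pfkm (35.5 against 10.3), Cdipt (162 against 93.4), Haao (416 against 118), Shmt2 (613 against 210), Gamt (41.7 against 11.4) and Fabp3 (293 against 97.9). A few genes taking most of the counts is excluded as the whole cause of the low TMM factor, since without the 100 most abundant genes the factor was 0.67 against 0.952 to 1.04. Its 20 most abundant nuclear genes did hold 17.2% of the nuclear counts against 9.32 to 11.2%. A lower share of tubule cells that raises all other cell types alike would put all 6 marker lists above 0, and 2 of 6 had a median deviation above 0. The length bias given next may move these lists too, so this test cannot exclude a lower share of tubule cells. A transcript length bias may contribute, as the deviation of this library had a Spearman rho of -0.468 with transcript length, the lowest of 10 libraries (others -0.286 to 0.345), with median deviations of 1.05 for the shortest and -0.767 for the longest of 4 groups of genes. The sex of the mouse stays open, since KMS replicate 4 is the only other KMS library in which Y-linked genes were expressed, and its correlation of 0.852 with KMS replicate 5 is itself part of the low mean.

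Rpl29 and Gm10709 were far higher in KM replicate 3 than in the other KM libraries, at 289 against 133 CPM and 8.58 against 3.99 CPM, while Rpl29 was at 2.17 CPM in KMS on average, and Gm6344 and Gm10709 were nearly absent there. The summed CPM of the 13 counted genes that match Rpl29, of 65 annotated matches, had a KMS over KM log2 ratio of 1.71, which 1 library sets: KMS replicate 5 held 4300 CPM, the ratio was -0.767 without it, and the difference of mean log2 sums was 0.131 (-0.802 without it). Whether reads moved to another counted copy therefore cannot be told apart from lower expression. For a strain segment around Setd2, which lies 4.1 Mb from Rpl29, the share of genes with an unadjusted p under 0.01 within 10 Mb was 5.38% (10 of 186 genes), at percentile 41.6 of windows with as many genes, and it equals their median, so this is not decided either. Lower expression through the genotype stays open, and no biological explanation was tested.

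Krt5, called lower in KMS (log2 fold change -7.61, and -9.79 without KMS replicate 1), was higher in KMS replicate 1 (0.374 CPM) than in the nearest KMS library (0.0623 CPM), and 8 other urothelial genes were then looked at. Of these 7 were tested and all 7 had a negative log2 fold change (median -3.17, and -4.61 without KMS replicate 5), with KM against KMS means of 22.0 and 0.847 CPM for Krt15 and 14.1 and 1.57 CPM for Upk3a, but the groups overlapped, with a mean log2 CPM of 0.9 in KM replicate 4 and 2.43 in KMS replicate 5. Of 5 tested urothelial genes whose values had not been looked at, 4 had a negative log2 fold change and the median was -1.51 (-1.69 to -3.43 with 1 library left out, where 6 to 8 were tested), in line with urothelial cells in the KM samples as a hypothesis, although Krt20, also in the list of tubule injury, had a log2 fold change of 1.78 and Sfn was at 20.3 CPM in KM and 15.1 CPM in KMS. A difference in library size is excluded as the whole cause, since the unscaled counts of 6 of the 7 genes were lower in KMS too (median log2 ratio -2.92), although every KMS library was deeper. The genotype itself and the difference between cysts and masses stay among the open explanations, untested.

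In KMS replicate 2 the glycerolipid list was at 5.71 mean log2 CPM, and the nearest KMS library was at 6.14. The glycolysis list in KM replicate 3 was at 6.92 against 6.57, and Pkm in the same library was at 613 against 397 CPM. Got1 in KMS replicate 1 was at 424 against 201 CPM. Sphingomyelin synthesis in KMS replicate 4 was at 5.1 against 4.77 mean log2 CPM. The Y-linked genes in KM replicate 4 were at -2.43 against 4.08 mean log2 CPM. Capn13 in KMS replicate 1 was at 0.14 CPM, with 0 in every other KMS library, which is near the floor. Among genes the paper does not discuss, mean CPM in KMS was above that in KM for Gbp2b (12.76 against 0.2169), Gm5900 (6.919 against 0.4367), Ifi44l (6.042 against 0.05447) and Polr3e (120.1 against 48.65).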

How the results depend on the processing

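The counts from DESeq2 and the likelihood ratio test without KMS replicate 5, from the authors' p-values over the genes kept, from a block by source data numbers and from libraries thinned to the smallest were added only after the data were seen. DESeq2 was run on all 21010 genes, without the filter on low counts. The number of called genes depends on the test and on unwanted variation, and why it differs between tests was not tested. It was 16 (4 higher, 12 lower; 16 shared with the study's 1070) with edgeR's quasi-likelihood test. It was 25 (5, 20; 24 shared) with upper-quartile factors, 33 (6, 27; 33) with limma-voom, 660 (209, 451; 392) with quality weights, 602 (131, 471; 568) with the likelihood ratio test and 1072 (255, 817; 1070) with DESeq2. It was 569 (252, 317; 362) with RUVg and 1 factor, 911 (388, 523; 394) with 2 factors, 2237 (1218, 1019; 761) with RUVr and 1564 (576, 988; 794) with RUVg, 1 factor and the likelihood ratio test, and the share of lower calls was 55.71%, 57.41% and 63.17% for the RUVg fits and 45.55% for RUVr, where most calls are higher, against 75%. It was 7 (2, 5; 7) with the Y-linked covariate, of which 6 are among the 16. Without KMS replicate 5, DESeq2 called 1109 (199, 910; 827) and the likelihood ratio test 732 (137, 595; 557); the authors' p-values over the genes kept gave 861 (245, 616; 849). Leaving out 1 library gave 9 to 42 genes, 2 to 8 higher and 5 to 34 lower, with 9 to 41 shared with the study's list. The count was 9 without KM replicate 2, 9 without KMS replicate 1, 42 without KMS replicate 2 and 10 without KMS replicate 4. Upper-quartile factors move the median log2 fold change of all genes from 0.06 to -0.09. With RLE factors, the robust fit, no filter, a mean count of at least 10, no fold change threshold and thinned libraries the count was between 13 and 16.

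With the replicate number as a block, 2 genes were called (0 higher, 2 lower; 2 shared). The numbers of the labels do not pair the libraries: same-numbered pairs correlated from -0.455 to 0.161, and 1 of 10 libraries correlated best with its own number. The source data of Fig. 3b number the same libraries differently; there, same-numbered pairs correlated from -0.368 to 0.452, 4 of 10 libraries correlated best with their own number, and whether these numbers pair the mice is not stated. A block by them called 22 genes (2 higher, 20 lower; 21 shared), 11 of them among the 16.

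Of the 47 lists, 23 passed with camera's preset correlation, 0 with an estimated correlation and 13 with fry, and 21 to 26 passed with 1 library left out. Of 679 Reactome pathways 190 passed, 0 with an estimated correlation and 128 to 242 with 1 library left out. Proximal tubule markers had a median of 0.09 and passed as higher (median 0.28, camera FDR = 0.0379) with RUVg and 2 factors. Pearson's r between mRNA and protein was 0.105, from 0.0276 to 0.287 with 1 library left out (0.287 without KMS replicate 5, permutation p = 0.00395) and 0.22 with RUVg and 1 factor (permutation p = 0.0329). The causes were not tested. Over 152 named genes, 4556 alternative values gave 4371 with the same direction and side of the threshold, 81 no longer past it, 104 newly past it and 0 turned in direction; 244 of the first kind, past the threshold in neither setting, changed sign. Over the lists, 1081 alternative medians gave 994, 63, 23 and 1, and 43 of the 994 changed sign.

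Other groupings of the libraries were tried in 100 splits into 5 and 5, the real one included (25 for DESeq2). A count as large was found in 2 splits for the quasi-likelihood test (real 16, highest other 19), in 1 for the likelihood ratio test (602, highest other 519) and in 1 for DESeq2 (1072, highest other 979). Such counts were rare among the splits tried. For the quasi-likelihood test another split gave more, and for the other tests it came near, so neither chance nor another grouping is excluded. The highest other split of all 3 sets KM replicates 1, 2 and 3 with KMS replicates 2 and 5 apart, and that with KMS replicates 4 and 5, which parts the libraries by their level of male-biased genes, gave 12 and 266 with the first 2 tests. Nor can chance be excluded for the number of lists (23, highest other 30, 11 splits as large) or of pathways (190, highest other 277, 20 splits as large). The median over the other splits was 15 lists and 117 pathways. Depth limits the genes of low level: Capn13 rests on 0.0281 CPM in KMS.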

Differences from the paper's values

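The paper's count of genes changed in KMS against KM is 1072, and the quasi-likelihood test of edgeR gave 16 at the same thresholds. The paper's count of genes lower in KMS is 817 and the value here is 12; the paper's count of genes higher in KMS is 255 and the value here is 4. Among the alternatives set before the data were examined, DESeq2 gave 1072 in all, 817 lower and 255 higher. The fold changes deposited by the authors equal those of this fit, sign reversed, for 21010 of 21010 genes within 0.01. At the thresholds their table passes the same numbers of genes. The paper's counts are thus those of DESeq2 without a factor of unwanted variation. The gap comes with the choice of test and, for DESeq2, in part with the filter on low counts. DESeq2 ran on all 21010 genes, and the authors' p-values over the 15728 genes kept gave 861. The quasi-likelihood count was 16 without a filter too. RUVg with 2 factors (911) and RUVg with 1 factor and the likelihood ratio test (1564) came within 1.5 times of the paper's total. Of these calls, 394 and 794 are among the 1070 of the paper's list. RUVr with 1 factor (1019) and RUVg with 1 factor and the likelihood ratio test (988) came within 1.5 times of its count of lower genes. Limma-voom with quality weights (209) and RUVg with 1 factor (252) did so for its count of higher genes. The remaining alternatives, RLE and upper-quartile factors, limma-voom, the likelihood ratio test, the robust fit, the other filters, no fold change threshold, the replicate block, the Y-linked covariate and each library left out, differed from the paper for all 3 counts. Chosen after the values were seen, DESeq2 without KMS replicate 5 gave 1109 genes, of which 827 are among the 1070 of the paper's list, the likelihood ratio test without that library gave 732 (557 of them in the list), a block by source data numbers gave 22 (21 of them in the list), and the authors' p-values over the genes kept gave 861 (849 of them in the list).

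The paper states that amino acid metabolism was lower in KMS at both levels, and its Fig. 3f places the TCA cycle among terms lower at both levels. The median log2 fold change of 53 genes of amino acid metabolism was 0.47, with 46 of 53 positive (camera FDR = 0.00229, p = 0.232 with an estimated correlation), and without KMS replicate 5 it was 0.32. That of 24 genes of the TCA cycle was 0.43, with 23 of 24 positive (camera FDR = 3.68e-06, p = 0.116 with an estimated correlation). For the Reactome pathway of metabolism of amino acids and derivatives the median was 0.43 and 0.30 without KMS replicate 5 (camera FDR = 5.29e-06, p = 0.167 with an estimated correlation). The figure places nitric oxide metabolism among terms lower at the mRNA level, and the list here did not pass and had a median of 0.53 (camera FDR = 0.185; 0.26 without KMS replicate 5). Of the other terms of that figure, fatty acid oxidation (median 0.62), glycerolipid metabolism (0.28) and selective autophagy (0.82) were higher here, TGF-beta signaling (-0.44) and aminoglycan metabolism (-0.35) were lower, all of them with camera's preset correlation and none with an estimated one, and carbohydrate absorption, lipid transport, PI3K signaling, protein folding and lipase activity did not pass. The lists here are not the gene sets the paper used.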

Other observations

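The list of cytosolic ribosomal proteins was chosen only after values had been seen, unlike the other lists of this part, and so were 18 genes of the paragraph on Fig. 4 that the list written under the rule had left out. The 14 genes of the immediate early and dissociation response all had a positive log2 fold change (median 0.78, camera FDR = 0.00435, p = 0.28 with an estimated correlation), with Jund at 1.18 (0.82 without KMS replicate 5), and without KMS replicate 1 the median was 0.24 (camera FDR = 0.153). The 4 Y-linked genes had a median of -2.90 (camera FDR = 0.0422, p = 0.273 with an estimated correlation). Their call ended without KM replicate 1 (camera FDR = 0.0911), KM replicate 2 (0.0918), KM replicate 3 (0.0902), KM replicate 5 (0.0692), KMS replicate 1 (0.11), KMS replicate 2 (0.119) and KMS replicate 3 (0.166), and the median was -5.48 without KMS replicate 4. Genes of antigen presentation had a median of -0.36 (13 of 17 negative, camera FDR = 0.0373, p = 0.483 with an estimated correlation), and this call ended without KM replicate 1 (camera FDR = 0.149), KM replicate 2 (0.14), KM replicate 5 (0.0931), KMS replicate 1 (0.153), KMS replicate 2 (0.102), KMS replicate 3 (0.0912) and KMS replicate 4 (0.123), with medians from -0.12 to -0.68 over the 10 fits without 1 library, while with the Y-linked covariate the median turned to 0.03 (camera FDR = 0.58). Over 23 alternatives, which include these, antigen presentation lost the call in 15, the Y-linked genes in 14 and the immediate early genes in 5. The 14 include the fit with the Y-linked covariate, which is built from the same genes, so that loss was fixed in advance. Over these 3 lists edgeR's quasi-likelihood test called 0 genes. At an unadjusted p under 0.05 there were 4 immediate early genes higher, 4 genes of antigen presentation lower and 0 Y-linked genes (beside 3062 of all 15728 tested genes). DESeq2 and the likelihood ratio test called 2, 2 and 0, limma-voom called 0, and limma-voom with quality weights 2, 5 and 0. Cytosolic ribosomal protein genes, listed after some had been seen, had a median log2 fold change of 1.30, with 33 of 34 positive, which 1 library sets: without KMS replicate 5 the median was 0.15, with 22 of 34 positive. Their mean log2 CPM was 6.98 to 7.28 in KM and 6.51 to 9.95 in KMS, highest in KMS replicate 5.

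Of Setd2, Myc, Cdh16, Car9, Vhl and the genes whose proteins the paper names with Fig. 4 and Fig. 5b, 54 were tested, with the 18 added ones, and edgeR's quasi-likelihood test called 0 (lowest adjusted p = 0.109). The log2 fold change was positive for 44 and negative for 10, and ran from -3.71 for Bcat1 to 1.41 for Pck1 (0.88 without KMS replicate 1). At an unadjusted p under 0.05, 12 were higher and 2 lower (beside 3062 of all 15728 tested genes in either direction). DESeq2 and the likelihood ratio test each called 3, limma-voom called 0, and limma-voom with quality weights called 2 higher and 1 lower. Among the genes of enzymes named with sphingomyelin synthesis were Tecr, with a log2 fold change of 0.84 (edgeR adjusted p = 0.183) and every KMS library above every KM library (0.56 without KMS replicate 5), Kdsr at 0.16 (0.760; -0.01 without KMS replicate 1), Lpcat3 at 0.42 (0.299) and Sptlc2 at 0.22 (0.606; 0.11 without KMS replicate 4 and 0.35 without KMS replicate 5). Of the enzymes whose proteins the paper finds lower, Idh2 was at 0.65 (0.249), Cs at 0.20 (0.646; 0.11 without KMS replicate 2) and Got2 at 0.48 (0.323), and of those it finds higher, Pkm was at 0.19 (0.75; 0.05 without KMS replicate 5 and 0.38 without KM replicate 3) and Slc5a1 at -0.60. Myc was at 0.36 (0.698; -0.04 without KMS replicate 1), Cdh16 at 0.33 (0.583; 0.17 without KM replicate 5), Car9 at 0.52 (0.665; 0.09 without KMS replicate 5) and Vhl at 0.09 (0.837; -0.02 without KMS replicate 1).

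The lists at no claim that did not pass camera are given by their medians, beside 0.06 for all tested genes. The camera FDR and the range of the median with 1 library left out follow each. The medians were 0.09 for sphingolipid breakdown (0.556; -0.01 to 0.22), 0.19 for carbohydrate absorption (0.771; -0.06 to 0.34; mean -0.16), -0.11 for lipase activity (0.418; -0.21 to 0.01), 0.04 for PI3K signaling (0.101; -0.08 to 0.10; mean -0.30), 0.24 for protein folding (0.291; 0.18 to 0.36), 0.43 for cytochrome P450 and xenobiotic metabolism (0.494; 0.13 without KMS replicate 4 to 0.51), 0.23 for HIF targets (0.418; 0.17 to 0.29) and 0.20 for MYC target genes (0.437; 0.03 to 0.33). They were 0.20 for loop of Henle and distal tubule (0.388; 0.16 to 0.40), -0.08 for collecting duct (0.249; -0.63 to 0.08), 0.55 for podocytes (0.449; 0.01 without KMS replicate 3 to 1.07 without KM replicate 4), 0.02 for neutrophils (0.437; -0.28 to 0.68), -0.19 for red blood cells (0.338; -0.47 to 1.61), 0.01 for 2 adipocyte genes (0.934; -0.51 to 0.13), -0.60 for male-biased genes (0.181; -3.10 to -0.20) and -1.13 for female-biased genes (0.141; -1.68 to -0.74). PI3K signaling passed without KMS replicate 1 (median -0.08, camera FDR = 0.0471), collecting duct without KM replicate 5 (-0.26, 0.0339), neutrophils without KM replicate 4 (0.68, 0.0473), male-biased genes without KM replicate 4 (-0.92, 0.00494) and KMS replicate 4 (-3.10, 0.0235), and female-biased genes without KMS replicate 3 (-1.68, 0.0352). Red blood cells passed as higher without KM replicate 4, where the sign of the median turned (1.61, camera FDR = 0.000315). With RUVg and 2 factors the podocyte list (median 1.04, camera FDR = 0.00304) and the MYC target list (-0.45, 0.000605) passed, and with 1 factor the male-biased genes did (-0.51, 0.0353), while with the Y-linked covariate PI3K signaling (-0.16, 0.0389) and the female-biased genes (-2.90, 0.00191) did. The medians of PI3K signaling, sphingolipid breakdown, neutrophils and adipocytes are negative with upper-quartile factors.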
